# Beyond the reference: gene expression variation and transcriptional response to RNA interference in *Caenorhabditis elegans*

**DOI:** 10.1093/g3journal/jkad112

**Published:** 2023-05-23

**Authors:** Avery Davis Bell, Han Ting Chou, Francisco Valencia, Annalise B Paaby

**Keywords:** *Caenorhabditis elegans*, RNA-seq, natural genetic diversity, expression variation, RNA interference

## Abstract

Though natural systems harbor genetic and phenotypic variation, research in model organisms is often restricted to a reference strain. Focusing on a reference strain yields a great depth of knowledge but potentially at the cost of breadth of understanding. Furthermore, tools developed in the reference context may introduce bias when applied to other strains, posing challenges to defining the scope of variation within model systems. Here, we evaluate how genetic differences among 5 wild *Caenorhabditis elegans* strains affect gene expression and its quantification, in general and after induction of the RNA interference (RNAi) response. Across strains, 34% of genes were differentially expressed in the control condition, including 411 genes that were not expressed at all in at least 1 strain; 49 of these were unexpressed in reference strain N2. Reference genome mapping bias caused limited concern: despite hyperdiverse hotspots throughout the genome, 92% of variably expressed genes were robust to mapping issues. The transcriptional response to RNAi was highly strain- and target-gene-specific and did not correlate with RNAi efficiency, as the 2 RNAi-insensitive strains showed more differentially expressed genes following RNAi treatment than the RNAi-sensitive reference strain. We conclude that gene expression, generally and in response to RNAi, differs across *C. elegans* strains such that the choice of strain may meaningfully influence scientific inferences. Finally, we introduce a resource for querying gene expression variation in this dataset at https://wildworm.biosci.gatech.edu/rnai/.

## Introduction

Research in the model organism *Caenorhabditis elegans* has yielded insight into myriad aspects of biology, particularly development, genetics, and molecular biology (Corsi *et al*. 2015). Historically, much of this work has been conducted in a single isogenic strain, the laboratory strain N2 (Barriere and Felix 2005b; Andersen *et al*. 2012). However, *C. elegans* harbors significant intraspecific genetic diversity (Barriere and Felix 2005a, 2005b; Andersen *et al*. 2012; Crombie *et al*. 2019; Lee *et al*. 2021), and in the last decade, *C. elegans* has also been established as a powerful system for elucidating connections between genotypes and phenotypes (Barriere and Felix 2005a, 2005b; Gaertner and Phillips 2010; Andersen *et al*. 2012; Cook *et al*. 2017; Crombie *et al*. 2019; Evans *et al*. 2021a; Lee *et al*. 2021; Andersen and Rockman 2022). Natural genetic variation exists for practically any organismal trait measurable in *C. elegans* (Andersen and Rockman 2022), for example, responsiveness to toxins, metals, drugs, and other stressors (Zdraljevic *et al*. 2017; Hahnel *et al*. 2018; Webster *et al*. 2019; Zdraljevic *et al*. 2019; Evans and Andersen 2020; Na *et al*. 2020; Dilks *et al*. 2021; Evans *et al*. 2021b); behavior (McGrath *et al*. 2009; Bendesky *et al*. 2012; Ghosh *et al*. 2015); transgenerational mortality traits (Frezal *et al*. 2018; Saber *et al*. 2022); and efficiency in RNA interference (RNAi) (Tijsterman *et al*. 2002; Felix 2008; Elvin *et al*. 2011; Felix *et al*. 2011; Paaby *et al*. 2015).

Naturally, molecular phenotypes that act as intermediaries between genotypes and organismal traits, such as gene expression, also vary across strains. Studies from recombinant inbred lines (Rockman *et al*. 2010; Vinuela *et al*. 2010; Evans and Andersen 2020) and, more recently, RNA sequencing of 207 wild strains (Zhang *et al*. 2022) have identified numerous expression quantitative trait loci (eQTL) that encode differences in gene expression. How such expression differences manifest across different strains, whether they offer clues into functional differentiation, and how genetic differences compare to environmentally induced differences in gene expression or mediate gene expression responses to environmental stimuli remain interesting questions. These questions require genome-wide characterization of gene expression in multiple strains under multiple conditions.

One phenomenon of particular interest is RNAi, a mechanism of gene expression regulation triggered by environmental or endogenous sources of double-stranded RNA with broad-reaching influence over diverse aspects of organismal biology (Wilson and Doudna 2013; Billi *et al*. 2014). RNAi was discovered in *C. elegans* (Fire *et al*. 1998), but competency in response to environmental triggers is highly variable across wild *C. elegans* strains (Tijsterman *et al*. 2002; Felix 2008; Elvin *et al*. 2011; Felix *et al*. 2011; Paaby *et al*. 2015). Previous work showed that a loss-of-function mutation in Argonaute RNAi effector gene *ppw-1* is largely responsible for the near-complete failure of Hawaiian strain CB4856 to mount an RNAi response against germline targets (Tijsterman *et al*. 2002), and later work characterized the failure in CB4856 as a much delayed, rather than absent, response (Chou *et al*. 2022). Other strains incompetent for germline RNAi exhibit distinct modes of RNAi failure with distinct genetic bases (Elvin *et al*. 2011; Pollard and Rockman 2013; Chou *et al*. 2022). Even as wild strains vary in overall competency for germline RNAi, strain-to-strain differences in RNAi phenotypic penetrance are also highly dependent on the target gene; whether these differences arise from strain-specific developmental consequences of gene knockdown or strain-specific differences in target-dependent RNAi efficacy is unclear (Paaby *et al*. 2015). How this phenotypic variation in RNAi response is reflected in genome-wide transcriptional changes upon RNAi induction remains a largely open question.

Here, we evaluate how the genotype (strain) and induction of the RNAi response affect the *C. elegans* transcriptome. We also consider how reliance on the reference genome, derived from the laboratory strain N2, might constrain estimates of gene expression in wild strains and how a focus on N2 in studies of RNAi might limit inferences about RNAi biology within *C. elegans* generally. To investigate these questions and to provide a public resource for interrogating transcriptional variation in this system, we performed RNA sequencing on 5 *C. elegans* strains with varying competency in germline RNAi, both in the control condition and under RNAi treatment targeting 2 germline-expressed genes.

## Materials and methods

### Sample preparation and sequencing

#### Worm strains and husbandry

Strains used in this study include wild strains CB4856, EG4348, JU1088, and QX1211 (gifts from Matthew Rockman) and wild-type laboratory strain N2 (gift from Patrick McGrath). Prior to beginning the RNA-seq relevant experiments, worms were cultured under standard conditions (Stiernagle 2006) except that plates used for non-N2 wild strains were made with 1.25% agarose to prevent burrowing. All strains except for QX1211 were maintained at 20°C; QX1211 was maintained at 18°C to prevent induction of its mortal germline phenotype (Frezal *et al*. 2018). Worms were cultured for at least 3 generations without starvation before RNAi induction and RNA sequencing. Following culture expansion, all strains were handled under identical conditions for RNAi induction and sample collection (see below).

#### RNAi

RNAi was induced via feeding and was carried out on plates at 20°C following established methods (Kamath *et al*. 2001; Ahringer 2006). Worms were fed HT115 *Escherichia coli* bacteria that had been transformed with the empty pL4440 vector or the pL4440-derived vectors *par-1* (H39E23.1) and *pos-1* (F52E1.1) from the Ahringer feeding library (Kamath and Ahringer 2003). Bacterial cultures were prepared by streaking from frozen stocks onto LB agar with carbenicillin (25 µg/mL) and tetracycline (12.5 mg/mL); next, 5–10 colonies from <1-week-old plates were used to inoculate liquid cultures of LB broth with carbenicillin (50 µg/mL) and tetracycline (12.5 mg/mL), which were then incubated with shaking at 37°C for 16–18 h and finally amplified with carbenicillin (50 µg/mL) for 6 h at a 1:200 dilution. Ten-centimeter agar feeding plates with 1 mM IPTG (Ahringer 2006) were seeded with the RNAi bacterial cultures, then used within 44–78 h after incubation in the dark. Worm strains reared under standard conditions were bleached on day 1 to synchronize, then bleached again on day 4 (Stiernagle 2006). On day 5, L1s were transferred to the RNAi plates. All strains were exposed to RNAi in this way at the same time. For library preparation, 6 plates per strain and treatment combination were divided into 3 biological replicates, with 2 plates per replicate.

#### RNA library preparation and sequencing

As previously described (Chou *et al*. 2022), synchronized hermaphrodites reared on RNAi feeding plates were washed off at the first sign of egg laying, washed twice with M9 buffer, and stored in TRIzol (Invitrogen #15596026) at −80°C until RNA extraction. Age synchronization was conducted similarly to other studies of transcription across *C. elegans* strains (Zhang *et al*. 2022) via close monitoring of culture plates to identify the point at which most animals were gravid and the earliest embryos were laid. RNA was extracted from all samples at the same time using TRIzol (Invitrogen #15596026) and RNeasy columns (Qiagen #74104) (He 2011). cDNA and sequencing libraries were generated from 500 ng of fresh RNA samples with 10 cycles of PCR with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB #7760). After quality checking using an Agilent 2100 Bioanalyzer, library fragments were size-selected via BluePippin (Sage Science). Single-end 75-bp reads were sequenced on an Illumina NextSeq at the Molecular Evolution Core facility at the Georgia Institute of Technology.

### Analysis

#### Analytical approach

We considered multiple state-of-the-art pipelines to align RNA-seq data and quantify expression. Because the 4 wild strains in our study are diverged from the N2 reference genome by differing degrees (Cook *et al*. 2017), we required a method that could evaluate N2 data and non-N2 data over a range of variation without bias. One variant-aware option for quantifying RNA expression is to consider only RNA-seq reads that align to exactly 1 position on the reference genome (unique mappers) using STAR (Dobin *et al*. 2012) and to discard reads not uniquely aligning to the same position after nonreference variants are swapped into the read using WASP (van de Geijn *et al*. 2015). We explored this approach with our data. Specifically, we used STAR v2.7.5a with nondefault parameters –outFilterMismatchNmax 33 –seedSearchStartLmax 33 –alignSJoverhangMin 8 –outFilterScoreMinOverLread 0.3 –alignIntronMin 40 –alignIntronMax 2200 –waspOutputMode SAMtag –varVCFfile (VCF containing SNPs from all 4 nonreference strains); these latter parameters implemented WASP from within STAR.

A second option is to generate strain-specific transcriptomes that incorporate known variants from each strain into the reference genome and use those to quantify transcript expression via pseudoalignment; this approach permits reads to map to multiple locations (Bray *et al*. 2016; Patro *et al*. 2017). We do not compare the STAR–WASP approach to this pseudoalignment approach here; high-level results were similar between the approaches. For our final analysis, we chose the second option for multiple reasons: (1) pseudoalignment approaches are at least as accurate at estimating expression while being computationally more efficient (Bray *et al*. 2016; Patro *et al*. 2017); (2) pseudoalignment approaches take into account the large fraction of reads that align to multiple loci in the genome (Bray *et al*. 2016; Patro *et al*. 2017); and (3) our specific generation of strain-specific transcriptomes enabled us to include insertion/deletion polymorphisms (INDELs), whereas WASP ignores INDELs (van de Geijn *et al*. 2015). Including INDELs was particularly relevant in this study, as 8,195–67,267 INDELs differentiate the 4 nonreference strains from the reference genome [*C. elegans* Natural Diversity Resource (CeNDR) 20210121 release] (Cook *et al*. 2017).

The following methods detail generation of strain-specific transcriptomes and pseudoalignment to quantify expression at individual genes. A subset of these methods and data overlap with our recent RNAi-focused study, which examined expression variation at specific RNAi genes (Chou *et al*. 2022).

#### Strain-specific transcriptomes

As previously described (Chou *et al*. 2022), we used SNPs and INDELs from CeNDR (20210121 release) (Cook *et al*. 2017) to update the N2 reference genome (ws276 release) (Harris *et al*. 2020) to generate strain-specific transcriptomes using the software g2gtools (v0.1.31 via Conda v4.7.12, Python v2.7.16) (https://github.com/churchill-lab/g2gtools). Specifically, INDELs were added to the reference genome with *g2gtools vcf2chain* and SNPs with *g2gtools patch*. INDELs were added to the SNP-updated genome with *g2gtools transform*. We generated strain-specific GTFs from the strain-specific FASTAs with *g2gtools convert* and generated strain-specific transcriptomes from these GTFs with gffread (v0.12.7) (Pertea and Pertea 2020).

The Nextflow workflow performing this process is available in this project's code repository (https://github.com/averydavisbell/wormstrainrnaiexpr) at *workflows/strainspectranscriptome*.

#### Gene expression quantification

Transcript-level quantification, used downstream for gene-level estimates, was performed using Salmon (v1.4.0) (Patro *et al*. 2017), as we previously detailed (Chou *et al*. 2022). First, we trimmed Illumina TruSeq adapters from RNA-seq reads with Trimmomatic (v0.3.9) (Bolger *et al*. 2014), parameters *ILLUMINACLIP:TruSeq3- SE.fa:1:30:1.* Strain-specific transcriptomes were used to generate Salmon index files with command *salmon index* with options *–k 31 –keepDuplicates* (all others default; no decoy was used). Salmon transcript quantification *salmon quant* was performed with options *–l SR –dumpEq*, *–rangeFactorizationBins 4*, *–seqBias*, and *–gcBias* and library-specific fragment length arguments *–fldMean* and *–fldSD*.

The Nextflow workflow generating strain-specific transcriptomes also generates strain-specific Salmon indexes; the Nextflow workflow performing transcript quantification is available in this project's code repository at *workflows/strainspecsalmon*.

#### Differential expression analysis

Differential expression analyses were performed in R (v4.1.0) (R Core Team 2021) using the DESeq2 package (v1.32.0) (Love *et al*. 2014). We imported transcript quantification data into DESeq2 using the tximport package (v1.20.0) (Soneson *et al*. 2015), which adds Salmon-specific transcript length normalizations to DESeq2's sample-wise RNA quantification normalization and converts Salmon's transcriptome quantification estimates to gene-level quantification estimates. Genes with fewer than 10 estimated reads across all samples (summed) were excluded from downstream analyses, retaining 18,589 genes. Principal components analysis (PCA) was performed using the top 500 most variably expressed genes across all samples after DESeq2's variance-stabilizing transformation (*vst* function), which was performed blind to the experimental design.

We used DESeq2's likelihood ratio tests to determine whether genes were differentially expressed based on strain in the control condition and whether the interaction of strain and treatment was significant. For strain-wise significance, control sample counts were modeled with the negative binomial model

$$\mathrm{lo}g_{2}(q_{ij})=\beta_{i}x_{j}+1,$$

which was compared to the reduced (null) model

$$\mathrm{lo}g_{2}(q_{ij})=1.$$

Here, for gene *i*, sample *j*, *q* is proportional to the actual concentration of RNA fragments for a gene (derived by DESeq2 from input counts and error modeling) (Love *et al*. 2014). *β_i_* gives the log_2_ fold changes for gene *i* corresponding to strain *x.* A total of 15,654 genes were sufficiently detected in the control samples to be included in this analysis (the remainder were excluded by DESeq2's *P*-value correcting methods).

To evaluate strain–treatment interactions, all sample counts were modeled with the negative binomial model

$$\mathrm{lo}g_{2}(q_{ij})\;=\beta_{1i}x_{j}+\beta_{2i}y_{j}+\beta_{3i}x_{j}y_{j},$$

which was compared to the reduced model

$$\mathrm{lo}g_{2}(q_{ij})=\beta_{1i}x_{j}+\beta_{2i}y_{j}.$$

Here, the symbols are as in the first set of equations, with the additions that *y* corresponds to the RNAi treatment; *xy* to the strain–treatment interaction; and *β*_1_ to the strain effect, *β*_2_ to the treatment effect, and *β*_3_ to the interaction effect.

In both likelihood ratio tests, genome-wide adjusted *P*-values were determined by DESeq2's multiple testing correction. Genes were considered differentially expressed if the *P*-value was less than 0.1.

On the same datasets, we assessed differential expression within strains using DESeq2's Wald's tests of contrasts between treated (*par-1* or *pos-1* RNAi) and control (empty vector) samples. Genes were considered significantly differentially expressed if, after log_2_ fold change shrinkage using the “ashr” method from the package ashr (v2.2-47) (Stephens 2017), their absolute value fold change was greater than 1.5 and genome-wide adjusted *P*-value (FDR) was less than 0.1.

The script performing these analyses is available in this project's code repository at *diffexp_lrt_straintreat_salmon_deseq2.R*.

#### Transcriptional age estimates

We used R package RAPToR (v1.2.0) (Bulteau and Francesconi 2022) to estimate the age of each sample based on its gene expression profile by comparing DESeq2 *vst*-normalized total count data to the *C. elegans* young adult age benchmarks provided with the package; age estimates were robust to several transformations of the count data. Specifically, we used function *ae* with age ruler Cel_YA_2 from RAPToR companion package wormRef (v0.5.0).

#### DNA sequence coverage estimation and identification of low-coverage and missing genes

We examined DNA sequence coverage within genes in CeNDR (Cook *et al*. 2017) BAM files (20210121 release); these files correspond to the same strains as in our study except in the case of EG4348, where CeNDR sequenced genetically identical strain EG4349. We note, of course, that CeNDR DNA alignments were made directly to the N2 genome; we used the variants discovered therein to build our genotype-specific pseudotranscriptomes. To get per-gene DNA sequence coverage, we first generated a file containing the nonoverlapping, nonduplicated locations of all genes’ RNA generating sequences by determining the locations of all merged exons genome-wide using GTFtools (v0.8.5) (Li 2018) (http://www.genemine.org/gtftools.php). Then, we determined the mean per-base coverage of each of these regions using Mosdepth v0.3.2 (Pedersen and Quinlan 2018) with default options with the exception of setting *–flag 1540*, which excludes unmapped reads, PCR duplicates, and QC failures. Finally, we computed the per-gene coverage as

$$\frac{\Sigma (\mathrm{coverage}\;\mathrm{per}\;\mathrm{merged}\;\mathrm{exon}*\mathrm{length}\;\mathrm{of}\;\mathrm{merged}\;\mathrm{exon})}{\Sigma \;\mathrm{length}\;\mathrm{merged}\;\mathrm{exons}\;\mathrm{in}\;\mathrm{gene}}.$$

To delineate a set of low-DNA-coverage genes, we median-normalized the coverage within strains and flagged any with <25% of the median coverage (i.e. median-normalized coverage < 0.25) as low coverage. Genes were classified as putatively missing from nonreference strain genomes if they had raw coverage estimates of exactly 0.

The workflow running this analysis is available in this project's code repository at *workflows/mosdepthmergedexons*; this workflow performs custom gene-level analysis steps by calling an R script available in this project's code repository at *exploregenecoverage_fromexons.R*. The scripts determining overlap with differentially expressed genes and 0-coverage genes are available in this project's code repository at *de_dnacov_overlap.R* and *exploregencoverage_fromexons_lowend.R*.

#### “Off” gene analysis

To identify genes putatively unexpressed in 1 or more strains despite being expressed in others (“off” genes), we first identified all genes differentially expressed between any 2 strains in the control condition (Wald's test comparing each strain pair, genome-wide adjusted *P* < 0.1). The rationale was that genes significant for differential expression between strain pairs must have meaningful expression in at least 1 strain; we employed this standard to avoid inclusion of genes that are simply not expressed or expressed at a very low level regardless of strain. We then determined the average variance-stabilizing transformed (DESeq2 function *vst*) expression across all samples from all 3 treatments within each strain for these genes and identified those with 0 mean expression. (These genes, of course, also have 0 estimated expression prior to *vst* normalization.) Genes with strain-wise differential expression and 0 expression within a strain comprise the “off” gene set. (This process identified an additional 6 genes that fell just short of significance in the global analysis for differential expression in the likelihood ratio test described above.) We then interrogated these genes for overlap with low DNA coverage and differential expression under RNAi treatment.

The script performing these analyses is available in this project's code repository at *offgenes_straintreatDE_deseq2_dnacov.R*.

#### Gene set enrichment analysis

We performed gene set enrichment analysis of genes differentially expressed upon RNAi treatment using WormBase's enrichment analysis tool (Angeles-Albores *et al*. 2016; Harris *et al*. 2020) (https://wormbase.org/tools/enrichment/tea/tea.cgi). We analyzed genes upregulated and downregulated on each RNAi treatment in all 5 strains (20 analyses total; 5 strains × 2 treatments × 2 directions of differential expression). Upregulated genes were those with higher expression on a treatment, with a fold change > 1.5 vs control and adjusted *P*-value < 0.1; downregulated genes were those with lower expression on a treatment, with a fold change < −1.5 vs control and adjusted *P*-value < 0.1 (see *Differential expression analysis*). The background gene set for all analyses was the 18,529 genes included in overall differential expression analyses. All gene set enrichment–related outputs were saved, and the enrichment results table’s (‘Download results table here’) outputs were combined across strains for visualization.

The script performing this limited downstream processing is available in this project's code repository at *exploreGeneSetEnrichmentResults.R*.

#### High-performance computation

Computationally intensive analyses were performed on the infrastructure of PACE (Partnership for an Advanced Computing Environment), the high-performance computing platform at the Georgia Institute of Technology. These analyses comprised pseudotranscriptome generation, expression quantification, DNA sequence coverage estimation, and their related computational tasks.

#### Figures and website

Figures were made in R (v4.1.0) (R Core Team 2021) using packages ggplot2 (v3.3.6) (Wickham 2016), data.table (v1.14.3) (Dowle and Srinivasan 2022) (https://r-datatable.com), DESeq2 (v1.32.0) (Love *et al*. 2014), cowplot (v1.1.1) (Wilke 2020), ggVennDiagram (v1.2.0) (Gao 2021), eulerr (v6.1.1) (Larsson 2021), and ggpattern (v1.0.1) (FC *et al*. 2022), with color schemes developed using RColorBrewer (v1.1-3) (Neuwirth 2022) and Paul Tol's color palettes (https://personal.sron.nl/∼pault/). The interactive website that enables exploration of the data from this study was developed using Shiny (Chang *et al*. 2022).

## Results and discussion

To investigate natural variation in both gene expression and response to exogenous RNAi, we performed RNA sequencing on 5 isogenic *C. elegans* strains in 3 conditions: RNAi targeting the germline genes *par-1* and *pos-1* and the untreated condition. 

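RNA was sequenced in 45 libraries, 3 biological replicates for each of the 15 combinations of 5 strains and 3 treatments. Whole worms from plates of each strain were fed bacteria that carried the empty vector, which served as the control, or bacteria that made double-stranded RNA of *par-1* or of *pos-1*. The depth of a library is given as the reads that the authors assigned to transcripts. In N2, the depth ranged from 7790420 to 9281794 reads (median 7906171) in the control, from 6656348 to 9283464 (median 6732149) under *par-1* RNAi and from 4851188 to 12719684 (median 7281452) under *pos-1* RNAi. In JU1088, it ranged from 4303679 to 7082661 (median 5302010) in the control, from 4742907 to 6662027 (median 6032754) under *par-1* RNAi and from 7370011 to 17865356 (median 9919310) under *pos-1* RNAi. In EG4348, the range was 5316840 to 10194296 (median 8750295) in the control, 7311677 to 10173115 (median 8242904) under *par-1* RNAi and 7478891 to 9128845 (median 8167349) under *pos-1* RNAi. In CB4856, the range was 7411375 to 12844953 (median 8662667) in the control, 6554987 to 9279994 (median 8294030) under *par-1* RNAi and 6026861 to 13982652 (median 8117772) under *pos-1* RNAi. In QX1211, the depth lay between 4269033 and 9758712 reads (median 4550558) in the control, between 6834957 and 10174171 (median 6963995) under *par-1* RNAi and between 5050777 and 9993390 (median 7457580) under *pos-1* RNAi. The replicates of a group were separate libraries by their counts. The dispersion index of a pair of replicates, which is 1 where only sampling noise parts them, was 8.31 at the median over the 45 pairs and 1.67 at the lowest. The sample labels give the mean and SD of the fragment length with which the authors ran Salmon on each library. These values differ between 42 of the libraries, whereas QX1211 control replicate 1, CB4856 *par-1* RNAi replicate 3 and JU1088 *pos-1* RNAi replicate 2 carry one shared pair of values.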

We included the RNAi-competent reference strain N2 and 4 wild strains with varying competency to germline RNAi (Paaby *et al.* 2015; Chou *et al.* 2022): JU1088 (highly competent), EG4348 (moderately competent), and CB4856 and QX1211 (largely incompetent). These wild strains also vary in divergence from N2, representing some of the least (JU1088) and most (QX1211) divergent strains (variants per kilobase vs N2 genome: 0.82, 1.40, 1.99, and 4.20, respectively, from CeNDR data (Cook *et al*. 2017)). To minimize potentially confounding effects of different developmental timing among strains, we stage-matched all samples to the first sign of egg laying, then verified developmental consistency by estimating sample age from the gene expression profiles (Bulteau and Francesconi 2022) (Supplementary Fig. 1). To limit bias arising from differences between non-N2 sequencing reads and the N2 reference genome in our analysis, we first created strain-specific transcriptomes by inserting known single nucleotide and insertion/deletion variants from CeNDR (Cook *et al*. 2017) into the reference genome. Then, we pseudoaligned the RNA reads to these strain-specific transcriptomes to quantify per-gene RNA expression in each strain in each condition and estimated differential expression based on strain, RNAi treatment, and their interaction.

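The authors deposited Salmon's estimated reads, effective length and abundance of every transcript in each library, and a table of counts per gene normalized by DESeq2. The estimated reads were summed per gene and rounded to whole counts. The average transcript length of each gene in each library was computed from the effective lengths, weighted by abundance. Strain, treatment and interaction were then tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with TMM library factors and the average transcript lengths as offsets. One model with a mean for each of the 15 groups gave the effect of each treatment within each strain and the interaction, and a model of the 15 control libraries gave the differences between strains. Genes with fewer than 10 estimated reads over the libraries of a model were left out. A gene was called differentially expressed within a strain at an adjusted p under 0.1 and a fold change above 1.5, with fold changes left unshrunken. Normalized counts of single genes are those of the authors' table. The same steps as the authors describe were used to rebuild that table. Of its 18589 genes, 18572 were in the rebuilt table and 17 were not, and 4 genes were in the rebuilt table alone. Of the values above 0, 99.9891% lay within 1% of the deposited value. At 3 libraries against 3, an exact permutation test cannot give a p under 0.1, and 10% of genes without any difference have groups that do not overlap.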

### Genotype (strain)-wise expression variation predominates and identifies potentially functionally diverged genes

Overall, genotypic differences between strains explained more gene expression variation than RNAi treatment. 

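The variance of the expression values, stabilized with DESeq2's transformation, was split between strain, treatment and their interaction with a permutational analysis of variance over all genes. Strain accounted for 49.4% of the variance and treatment for 12.0% (permutation p = 0.001 for each, the smallest these permutations allow). The interaction accounted for 11.0%, and 27.6% lay between replicates. Over the 500 most variable genes, the alternative that moved the share of strain most, strain accounted for 65.9% and treatment for 10.6%. On log2 CPM, which moved the share of treatment most, they accounted for 51.1% and 8.62%. Gene by gene, over the 10694 genes with an average above 1 in log2 CPM, the median share of a gene's variance was 29.4% between strains and 10.1% between treatments. The share between strains was the larger one for 8178 of these genes (76.5%). These shares were not adjusted for degrees of freedom, of which strain, with 5 levels against 3, has more. Most genes without any effect would also have the larger share for strain. This count therefore does not show that strain outweighs treatment.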

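Principal components were computed from the stabilized values of the most variable genes over the 45 libraries. The first 3 components held 31.2%, 18.7% and 13.6% of the variance. Differences between strains made up 98.3% of the variance along the first, 71.0% along the second and 89.4% along the third. The first component set QX1211, with a mean score of 14.8 ± 0.642 (SD, n = 9 libraries), apart from N2 at -8.11 ± 1.46 and JU1088 at -5.80 ± 1.66. The second set EG4348 apart (-9.85 ± 1.97), and the third CB4856 (-9.92 ± 1.31). The scores of N2 and JU1088 overlapped along all 3 components. The fifth component, with 7.31% of the variance, was the one that followed treatment, with 77.3% of its variance between treatments within strains. With all tested genes in place of the most variable ones, the shares between strains were 92.3%, 54.7% and 71.45% along the first 3 components.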

We detected nominal expression at 18,589 genes across the full dataset; a PCA of the 500 most variable genes shows distinct strain-wise partitioning of the variation (Fig. 1a). To identify genes with significant expression differences between strains in just the control condition, we compared a model with a term for strain to 1 without (via a likelihood ratio test) for each gene. Of the 15,654 genes included in this control-specific analysis, 5355, or approximately 34%, were differentially expressed across the 5 strains (likelihood ratio test, genome-wide adjusted *P* < 0.1) (Supplementary File 1). This fraction of genes with expression differences between strains is consistent with recent findings that 28% of assayed genes were associated with mappable genetic differences (eQTL) across 207 wild strains (Zhang *et al*. 2022). 

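In the 15 control libraries, 5787 of 16490 genes (35.1%) differed between the strains at an adjusted p under 0.1 in edgeR. Without the transcript length offsets, the alternative that moved the count most, 7289 genes did. With each library left out in turn, the count ranged from 4719 (without EG4348 control replicate 1) to 6046 (without N2 control replicate 3). Taken in pairs, the strains differed least between N2 and JU1088 (772 genes) and most between EG4348 and QX1211 (4868 genes). Against N2, 2208 genes differed in EG4348, 1626 in CB4856 and 3477 in QX1211. The smallest p belonged to K10C2.7 (WBGene00019622), a protein-coding gene on chromosome X from 6442655 to 6443473 (adjusted p = 6.26e-14). Its normalized count in the control was 975 ± 78.5 (SD, n = 3) in QX1211, 18.6 ± 1.24 in N2, 12.5 ± 3.36 in JU1088, 15.7 ± 2.27 in EG4348 and 12.2 ± 3.46 in CB4856.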

Other systems, such as flies, also harbor extensive variation in gene expression: a recent study of 200 inbred *Drosophila melanogaster* strains detected strain-wise expression variation in the majority of genes (Everett *et al*. 2020). The experimental and analytical approach matters a great deal; in the *Drosophila* study, many more variable genes were identified using RNA-seq data than microarray data, and only 30–40% of differentially expressed genes were associated with mappable eQTL (Everett *et al*. 2020).

**Fig. 1.**
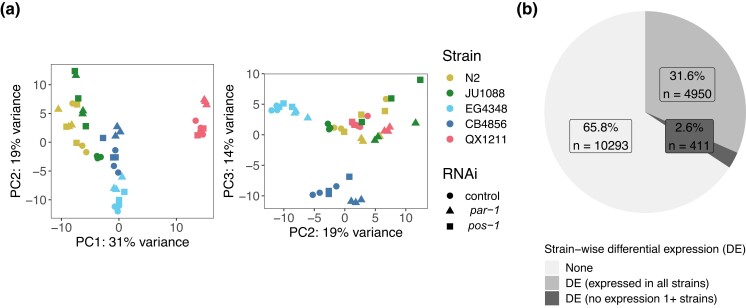
Genotype (strain) dominates expression variation across 5 *C. elegans* strains treated with RNAi targeting the genes *par-1* and *pos-1* or the empty vector control (*n* = 3 biological replicates in each condition in each strain). a) PCA of gene expression. PCs 1 vs 2 (left) and 2 vs 3 (right) of PCA of the 500 most variably expressed genes are plotted; the proportion of variance explained is noted on the axes. b) In the control condition, 34.2% of 15,654 nominally expressed genes are differentially expressed across strains (genome-wide adjusted *P* < 0.1 in a likelihood ratio test between models including and excluding the *strain* term); a subset of these (approximately 2.6% overall) are not expressed at all in at least 1 strain (in any condition, see text for details). Related Supplementary Material: Supplementary File 1 contains the genes differentially expressed based on strain. Supplementary File 2 contains the “off” genes identified as potentially unexpressed in 1 strain but expressed in others.

In some cases, the presence vs absence of expression may underpin differential expression across strains; this pattern could indicate strain-wise differences in functional requirements or in developmental timing of expression. We identified such “off” genes as those with 0 mean expression in at least 1 strain (across all conditions) as well as significant strain-wise differential expression between a pair of strains in the control condition (genome-wide adjusted *P* < 0.1). This conservative 0-read threshold reduces the frequency of misclassifying low-expression genes as off; the requirement for differential expression ensures true expression in at least 1 strain. This stringent selection yielded 411 putative “off” genes (Fig. 1b, Supplementary File 2). Most of these genes lacked expression in a single strain: 249 were off in 1 strain, 105 were off in 2 strains, 51 were off in 3 strains, and only 6 genes were expressed in a single strain and off in the others (Supplementary Fig. 2a). 

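A gene was taken as off in a strain when it had 0 estimated reads summed over the 9 libraries of the strain. It also had to differ between a pair of strains at an adjusted p under 0.1 in the control condition. That pair did not have to include the strain with 0 reads. This rule gave 586 genes. Of these, 54 were not called by the test over all 5 strains, and 125 are pseudogenes by the annotation. The mean normalized count in the strain with the highest level had a median of 10.6 over the 586 genes, and it was 10 or more for 301 and 100 or more for 47. The 9 libraries of a strain held from 65046614 reads (QX1211) to 81167953 reads (CB4856) on tested genes, so that a count of 0 allows a level of up to 0.0461 and 0.0370 CPM in these strains. This limit covers counting error only. With fewer than 10 estimated reads in place of 0, the alternative that moved the count most, 1405 genes were off in a strain.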

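By number of strains, 361 of the genes were off in 1 strain, 139 in 2, 67 in 3 and 19 in 4. QX1211 had the most genes off (272), followed by EG4348 (211), CB4856 (192) and JU1088 (148). The genes off in a single strain numbered 149 in QX1211, 84 in EG4348, 58 in CB4856, 37 in N2 and 33 in JU1088. The share of the genes differing between strains that were off in a strain was 9.19%.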

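In N2, 93 genes had 0 estimated reads over the 9 libraries and differed between a pair of strains in the control condition. The highest levels elsewhere belonged to nspc-15, C39B5.10 and T10D4.19. The normalized count of nspc-15 (WBGene00009639, chromosome X from 12360744 to 12361159), which overlaps F19H6.6 on the same strand, was 317 ± 42.9 (SD, n = 9) in QX1211 and 43.4 ± 48.8 in CB4856, with 0 in N2, JU1088 and EG4348. C39B5.10 (WBGene00016528, chromosome III from 2239328 to 2239637) had 197 ± 29.5 in CB4856 and 0 in the other 4 strains. T10D4.19 (WBGene00305132, chromosome II from 3151918 to 3152575) had 119 ± 18.9 in JU1088, 34.7 ± 5.09 in QX1211, 30.9 ± 11.1 in CB4856 and 2.47 ± 2.49 in EG4348.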

We detected 49 genes that were off in N2 but expressed in at least 1 other *C. elegans* strain. The complete functional repertoire of these genes would therefore be invisible in a study using only the N2 strain. Such on/off patterns of gene expression occur in other systems as well; for example, across 144 *Arabidopsis thaliana* strains, thousands of genes showed strong expression in some strains but 0 expression in others (Zan *et al*. 2016).

To assess the potential significance of “off” genes in the context of RNAi response, we investigated whether any genes unexpressed in 1 strain exhibited differential expression within another strain following *par-1* or *pos-1* RNAi treatment. Of the 411 “off” genes, 47 were differentially expressed on RNAi treatment in at least 1 other strain (RNAi differential expression threshold: genome-wide adjusted *P* < 0.1 and fold change > 1.5 for within-strain RNAi treatment vs control comparisons) (Supplementary Fig. 2b). 

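Of the genes off in a strain, 97 were called under an RNAi treatment in another strain. JU1088 made most of these calls, with 71 genes, against 19 in CB4856, 14 in EG4348, 13 in QX1211 and 11 in N2. Among the genes off in N2, 13 were called elsewhere. With fewer than 10 estimated reads in place of 0, 222 genes that were off in a strain were called in another, and with DESeq2 in place of edgeR, 45 were.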

The majority (*n* = 33) of these genes were differentially expressed in only 1 RNAi treatment in 1 strain. However, 1 gene identified by this analysis is W06G6.11 (WBGene00012313), which was “off” in N2 but expressed in the other strains and was significantly upregulated on RNAi against both *par-1* and *pos-1* in RNAi-sensitive strain JU1088 (fold change = 1.9 and genome-wide adjusted *P* = 0.03 for *par-1*; fold change = 3.4 and genome-wide adjusted *P* = 0.003 for *pos-1*). 

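A single comparison called 64 of these genes, and 33 were called in more than 1. By treatment, 46 genes were called only under *par-1* RNAi, 25 only under *pos-1* RNAi and 26 under both.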

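W06G6.11 is a protein-coding gene on chromosome V from 16649031 to 16649300. It had 0 estimated reads over the 9 libraries of N2. In JU1088, its normalized count was 4.17 ± 1.25 (SD, n = 3) in the control, 22.5 ± 8.37 under *par-1* RNAi and 37.6 ± 24.3 under *pos-1* RNAi, and each treated library lay above all 3 controls. The log2 fold change was 2.41 under *par-1* RNAi (standard error 0.78, adjusted p = 0.0453 from edgeR) and 3.22 under *pos-1* RNAi (standard error 0.73, adjusted p = 0.00737). The call under *par-1* RNAi was lost when JU1088 control replicate 1 (adjusted p = 0.122), JU1088 control replicate 3 (0.157) or JU1088 *par-1* RNAi replicate 2 (0.244) was left out. The call under *pos-1* RNAi was lost without JU1088 *pos-1* RNAi replicate 2 (log2 fold change 2.65, adjusted p = 0.109). In EG4348, the normalized count was 10.4 ± 3.84 in the control and 29.2 ± 7.85 under *par-1* RNAi, a log2 fold change of 1.53 (standard error 0.62, adjusted p = 0.240). CB4856 and QX1211 showed no change beyond the spread between replicates, with log2 fold changes between -0.57 and 0.39. The test of the interaction gave an adjusted p of 0.499.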

Prior RNA-seq and microarray studies have indicated that W06G6.11 expression may be affected by the activity of Argonaute *alg-1* (Aalto *et al*. 2018), a member of the RNA-induced silencing complex (RISC) involved in endogenous and exogenous short RNA processing (Grishok *et al*. 2001), and also by exposure to pathogens (Engelmann *et al*. 2011; Lee *et al*. 2013). These studies detected W06G6.11 expression in N2, but in samples derived from older adult hermaphrodites relative to the young adults we sampled, a study that included CB4856 also confirmed significantly higher W06G6.11 expression in that strain relative to N2 (Zamanian *et al*. 2018).

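The gene *alg-1* (WBGene00000105) lies on chromosome X from 13949110 to 13956261 and shares its strand there with K02B9.10. Its normalized count in the control was 613 ± 31.1 (SD, n = 3) in N2, 590.1 ± 52.0 in JU1088, 536 ± 20.2 in EG4348, 642 ± 51.8 in CB4856 and 671 ± 162 in QX1211, and the test between strains gave an adjusted p of 0.408. It was not called under RNAi in any strain. Its largest change was a log2 fold change of 0.55 under *par-1* RNAi in QX1211 (standard error 0.16, adjusted p = 0.0290 from edgeR), under the fold change minimum.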

This process of identifying genes that are unexpressed in some strains but differentially expressed based on a treatment or phenotype of interest in others might be used to identify candidate genes for other naturally variable phenotypes, perhaps as a complement to genotype-to-phenotype mapping by genome-wide association studies with expression mediation analyses (Evans and Andersen 2020; Zhang *et al*. 2022).

### Reference bias screening increases confidence in differential expression calls

For RNA-seq studies that evaluate wild strains, reliance on a reference strain poses a concern. The main issue is whether the mapping of fewer nonreference strain RNA reads than reference strain reads to a gene arises from true differences in gene expression or from failure of nonreference reads to correctly map to the reference genome due to sequence divergence (reference bias) (Degner *et al*. 2009). Such discrepancies might remain even after the use of genotype-specific transcriptomes. In the case of *C. elegans*, wild strains exhibit a wide range in levels of divergence from the reference strain N2 in the species generally and the strains studied here specifically (Andersen *et al*. 2012; Cook *et al*. 2017; Crombie *et al*. 2019); much of this diversity is located in hyperdivergent haplotypes encompassing 20% of the genome (Lee *et al*. 2021).

To refine our level of confidence in the genes we identified as differentially expressed, we examined our results in the context of alignment quality in the original CeNDR genome sequencing data (Cook *et al*. 2017) (Supplementary Fig. 3, Supplementary Files 3 and 4). For each strain in our study, we curated a list of genes with missing or poor DNA sequence alignment in CeNDR (Cook *et al*. 2017) (Supplementary File 5). Specifically, we classified genes with exactly 0 coverage as missing in that strain's genome; this is a conservative assignment, as even 1 well-aligned DNA sequence read precluded a gene from being classified as missing. We classified genes with more than 0 coverage but less than 25% of the gene-wise median DNA coverage in each strain as low coverage. This process identified a similar set of genes across strains despite the contribution of some strain-to-strain coverage variation (Supplementary Fig. 3, Supplementary File 5). In total, we identified 799 genes as missing or low DNA coverage in 1 or more strains (Fig. 2a).

**Fig. 2.**
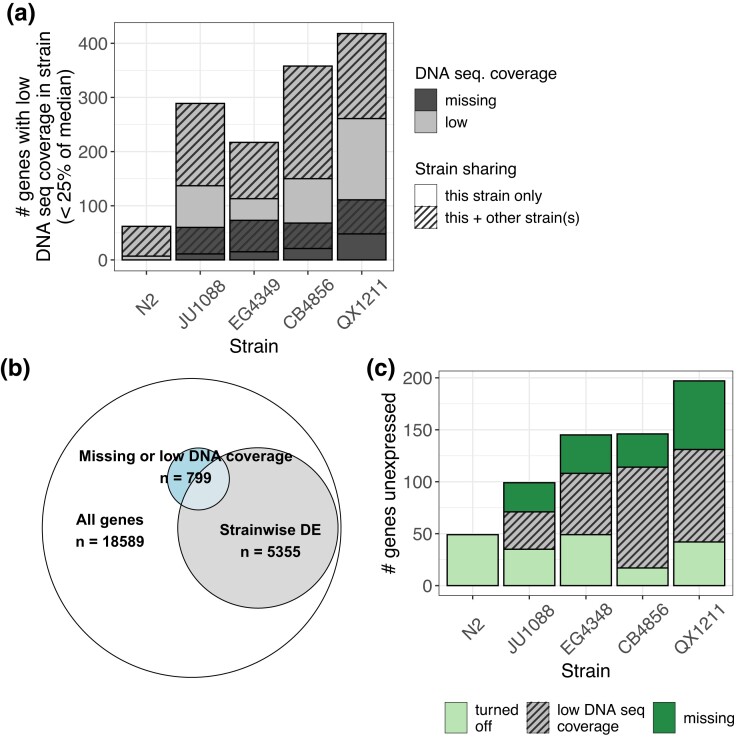
Improving confidence in differential expression calls by integrating DNA alignment data. a) The number of genes with low (<25% of the median) and missing (0 raw coverage) DNA alignment coverage (from CeNDR sequencing (Cook *et al*. 2017)) in each strain of the 18,589 genes included in the expression analysis. Strain note: CeNDR assessed DNA coverage in EG4349, the genetically identical isotype to EG4348. b) The total number of genes differentially expressed based on strain (likelihood ratio test of models including and excluding the *strain* term, genome-wide adjusted *P* < 0.1) and their overlap with genes classified as missing or low DNA coverage in any strain (417 are both differentially expressed across strains and low DNA coverage, hypergeometric enrichment test *P* = 9.8 × 10^−46^). Areas are proportional to the number of observations. c) The number of unexpressed “off” genes per strain, subset into 3 categories: called as turned off at the RNA level with high confidence; missing in the strain genome (0 raw coverage); and called with uncertainty, given low DNA sequence coverage (<25% but >0 median DNA coverage). Related Supplementary Material: Supplementary Fig. 2 shows DNA coverage distributions and cutoffs. Supplementary File 2 contains details on each “off” gene. Supplementary File 3 contains raw per-gene DNA sequence coverage estimates. Supplementary File 4 contains median-normalized per-gene DNA sequence coverage estimates. Supplementary File 5 contains the list of genes flagged as low DNA coverage. Supplementary Files 6 and 7 provide numerical summaries of “off” genes.

Were differentially expressed genes associated with poor DNA coverage? Overall, yes: overlap of the missing or low-coverage and strain-wise differentially expressed gene sets revealed significant enrichment (hypergeometric test of enrichment *P* = 9.8 × 10^−46^). However, the absolute number of differentially expressed genes with poor DNA coverage was modest: only 4% of all genes analyzed and 8% of genes with differential expression across strains had missing or low DNA coverage (Fig. 2b). Put another way, 52% of missing or low-DNA-coverage genes were called as differentially expressed, while 29% of all analyzed genes were called as differentially expressed. Further, we note that poor DNA coverage arises from several sources. First, by chance, some genes will be low coverage simply due to stochastic variation in short-read sequencing depth, as reflected in the 62 genes binned as low coverage in N2 mapped to itself (Fig. 2a). Second, sequence divergence between the mapped strain and the reference genome could inhibit alignment (reference bias); this possibility motivates this analysis. Third, the gene could be missing from the strain's genome while present in the N2 reference genome. Not surprisingly, QX1211, the strain most diverged from the N2 reference genome, exhibits the most missing genes and the most low-coverage genes (Fig. 2a, Supplementary File 6).

The set of “off” genes that show 0 expression in some strains may be particularly vulnerable to reference bias, for example, if they were more likely to be pseudogenes in at least 1 strain. In this scenario, poor DNA coverage may be conflated with true expression loss, as accumulated mutations may lead both to poor DNA coverage and consequently poor RNA alignment and to reduced expression through mutation-mediated defunctionalization. Here, when genes are detected as unexpressed, we can make distinctions between (1) missing genes, which we are reasonably confident do not exist in the strain genome; (2) genes for which we may not trust the conclusion of 0 expression because of low DNA coverage and potential bias in RNA read mapping; and (3) true “off” genes, which do not fall into either category and likely represent unbiased expression differences at the RNA level. In this scheme, among the 4 nonreference strains, 17–49 (12–35%) of the originally detected “off” genes are likely truly turned off, 28–66 (22–34%) appear missing from the strain genome, and 36–89 (36–66%) are undetected for an unknown reason but have low DNA coverage and may be influenced by reference bias (Fig. 2c, Supplementary File 7).

As we would expect, all 49 “off” genes in the reference strain N2 were classified as truly unexpressed; none were missing or low coverage (Fig. 2c). Of these, 22 are listed as pseudogenes on WormBase (Harris *et al*. 2020) and may represent alleles that have been pseudogenized in the N2 lineage but remain functional in other strains. 

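By the Ensembl annotation used here, which is not the file of WS276 behind the transcriptomes, 31 of the 93 genes off in N2 are pseudogenes and 61 are protein coding.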

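ZK218.8 lies on chromosome V from 17116336 to 17117034 and is annotated as a pseudogene. Over 9 libraries each, it had 0 estimated reads in N2 and EG4348, 1 in JU1088, 144 in CB4856 and 184 in QX1211. Its normalized count over the 9 libraries was 13.9 ± 4.72 (SD, n = 9) in CB4856 and 20.3 ± 6.67 in QX1211, and the test between strains gave an adjusted p of 0.000215 in edgeR. No RNAi treatment moved it in CB4856 or QX1211, where its log2 fold changes lay between -0.43 and 0.54 with standard errors of 0.43 to 0.45.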

One such candidate is Argonaute ZK218.8 (WBGene00013942), which is expressed in strains CB4856 and QX1211 and may reflect functional diversification in RNAi processes across the population (Chou *et al*. 2022). Of the 47 “off” genes with *par-1* or *pos-1* RNAi effects in another strain, a large majority (*n* = 39, 83%) were missing in the genome or were associated with low DNA coverage (Supplementary Fig. 4). This majority represents a slight enrichment relative to the proportion of missing or low-coverage genes within the complete set of “off” genes (286/411 or 70%) (1-sided proportion test with continuity correction: *χ*^2^ = 3.05, df = 1, *P* = 0.04). Enrichment of genome divergence among RNAi-responsive “off” genes supports the hypothesis that genes associated with RNAi are evolving rapidly in *C. elegans* (Chou *et al*. 2022). By adding the missing and low-DNA-coverage filters, we infer that, of genes with an RNAi effect in another strain, 0 (in N2) to 12 (in QX1211) were missing from the strain's genome and 1–6 genes per strain were present but truly unexpressed at the RNA level. These genes might be the most interesting candidates for downstream expression–based studies. This set includes the putative RISC-associated gene W06G6.11 (WBGene00012313) discussed above.

An alternative approach to handling reference bias is to sidestep it by excluding transcripts associated with known hyperdivergent haplotypes (Lee *et al*. 2021; Zhang *et al*. 2022). However, because (1) some genes in hyperdivergent regions had good DNA alignment with low SNP density and others outside the regions had no DNA coverage and (2) our study focuses exclusively on genic regions, we chose a gene-level, strictly coverage-based approach for bias screening. Still, a limitation of our approach (and most others) is that it cannot identify bias associated with elevated RNA levels in diverged or duplicated haplotypes relative to the N2 haplotype. Such bias could occur if reads in nonreference strains come from a gene poorly represented or missing in the reference, which are then spuriously assigned to an incorrect gene with a better match. This type of bias is difficult to define, quantify, and exclude. A powerful alternative approach to making strain-specific pseudotranscriptomes would be to use de novo genome assemblies from the other strains; this approach would permit investigation into genes that are missing from the N2 reference genome, which are necessarily missed by the current approach. Such an assembly is available for CB4856 (Thompson *et al*. 2015; Kim *et al*. 2019) but not yet for all strains. Additionally, as for any arbitrary threshold, our cutoff of <25% median coverage likely produces a mix of false positives and negatives, i.e. genes with low DNA coverage but accurate RNA alignments and genes above the coverage cutoff that are nevertheless skewed by reference bias. While those interested in specific genes would therefore do well to interrogate them further, the DNA coverage approach provides a useful quality control filter for initial analyses of differential expression.

### Complex genotype and target specificity in transcriptional response to RNAi

Wild *C. elegans* strains vary in response to exogenous RNAi. In particular, strains differ widely in competence for RNAi against germline targets delivered by feeding, as measured by phenotypic consequences following putative target knockdown (Tijsterman *et al*. 2002; Felix 2008; Elvin *et al*. 2011; Felix *et al*. 2011; Paaby *et al*. 2015). To assess the transcriptional response to RNAi in worms with variable germline RNAi competencies, we fed worms dsRNA targeting the maternal-effect embryonic genes *par-1* and *pos-1* as well as the empty vector control. Both genes are expressed in the mature hermaphrodite germline and are essential for embryonic viability; in competent animals, RNAi by feeding results in dead embryos (Sijen *et al*. 2001; Paaby *et al*. 2015). Gene expression knockdown of the targets themselves confirmed the previously observed differences in RNAi competency (Paaby *et al*. 2015; Chou *et al*. 2022): under *pos-1* RNAi, *pos-1* expression levels dropped the most in JU1088, followed by N2 and then EG4348; strains CB4856 and QX1211 showed no drop in expression (Supplementary Fig. 5a and 5c). 

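The target *pos-1* (WBGene00004078) lies on chromosome V from 8414086 to 8415254. In JU1088, its normalized count was 6306 ± 104 (SD, n = 3) in the control and 520.5 ± 109 under *pos-1* RNAi, a log2 fold change of -3.59 (standard error 0.11, adjusted p = 1.97e-23 from edgeR's quasi-likelihood test). In N2, the count was 5679 ± 124 in the control and 951 ± 143 under *pos-1* RNAi, a log2 fold change of -2.57 (standard error 0.11, adjusted p = 3.48e-19). In EG4348, it was 6515 ± 157 and 2755 ± 427, a log2 fold change of -1.23 (standard error 0.10, adjusted p = 8.58e-10). With each library left out in turn, the log2 fold change ranged from -3.75 to -3.46 in JU1088, from -2.67 to -2.46 in N2 and from -1.37 to -1.15 in EG4348, so that the order of the 3 strains held. In CB4856, the count was 6416 ± 288 in the control and 6181 ± 500.5 under *pos-1* RNAi (log2 fold change -0.05, standard error 0.10, adjusted p = 1). In QX1211, it was 5472 ± 143 and 5027 ± 106 (log2 fold change -0.13, standard error 0.10, adjusted p = 0.971), and the 3 treated libraries all lay below the 3 controls (exact two-sided permutation test, p = 0.1). The difference between strains in this response had the smallest p of all genes tested for the interaction (adjusted p = 1.995e-20).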

RNAi against *par-1*, which induces a less lethal response (Paaby *et al*. 2015; Chou *et al*. 2022), resulted in a similar though a less strong pattern of *par-1* knockdown (Supplementary Fig. 5b and 5d). These results confirm that strains differ in RNAi response and that the response was target-gene-specific; this target specificity was also evident transcriptome-wide.

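The target *par-1* (WBGene00003916) lies on chromosome V from 14112033 to 14145367 and shares its strand with AH10.4, 21ur-15491 and AH10.10. Its normalized count, which allows for the average transcript length, was 1189 ± 91.0 (SD, n = 3) in the N2 control and 1048 ± 86.0 under *par-1* RNAi, 1222 ± 28.0 and 1111 ± 192 in JU1088, and 1190 ± 21.45 and 1169 ± 313 in EG4348. In CB4856, it was 1252 ± 50.2 and 1176 ± 325, and in QX1211, 1059 ± 227 and 1263 ± 140.2. The log2 fold changes of -0.18, -0.13, -0.04, -0.10 and 0.24 in these 5 strains, with standard errors of 0.17, were not past the threshold in edgeR (adjusted p from 0.497 to 1). The interaction gave an adjusted p of 0.854. Without the transcript length offsets, the log2 fold change was -0.45 in N2 (adjusted p = 0.0805) and -0.39 in JU1088 (adjusted p = 0.0388), below the fold change minimum of 1.5, and the interaction had an adjusted p of 0.272. The sign in EG4348 and CB4856 rested on single libraries. Without EG4348 *par-1* RNAi replicate 2, the log2 fold change in EG4348 was 0.10, and without CB4856 *par-1* RNAi replicate 3, one of the 3 libraries with a shared fragment length, it was 0.11 in CB4856.
The reads of *par-1* were then followed by transcript, with tests chosen after these values were seen. The annotation gives *par-1* 14 transcripts. Of these, 3 short ones (H39E23.1h, H39E23.1i and H39E23.1k, of 2118, 690 and 1785 nucleotides), which end at 14112802, had 10 reads or more in 6 of the 9 *par-1* RNAi libraries of N2, JU1088 and EG4348. In EG4348, replicate 3 alone had reads on them (260.7, all on H39E23.1h, on which no other library had reads). The same library had 0 reads on H39E23.1a, on which the other 44 libraries had reads. A shift in the estimated assignment of reads between these overlapping transcripts is thus not excluded for this library. The 3 transcripts were picked for having 0 reads in the other 36 libraries. Picked from the libraries of N2, JU1088 and EG4348 alone, they were the same 3, and 0 of the 18 libraries of CB4856 and QX1211 had reads on them. Another transcript with the same end, H39E23.1c, had 12.2 reads in CB4856 *par-1* RNAi replicate 3. The average transcript length of *par-1* was 3674 ± 138.5 nucleotides in the N2 control and 3191 ± 335 under *par-1* RNAi, and 3642 ± 56.25 and 3252 ± 460.2 in JU1088. Without allowance for length, the log2 ratio of all *par-1* reads to the control was -0.45 in N2, -0.37 in JU1088, -0.13 in EG4348, -0.07 in CB4856 and 0.25 in QX1211. It averaged -0.315 over N2, JU1088 and EG4348 and 0.09 over CB4856 and QX1211 (exact two-sided permutation test with the 5 strains as units, p = 0.2). Another of the 10 splits thus differed at least as much. Of the single libraries, 8 of the 9 in the first 3 strains and 1 of the 6 in the other strains lay below their control mean. Without the 3 libraries with a shared fragment length, the mean over CB4856 and QX1211 was 0.13, 0 of 5 libraries lay below their control mean, and the p was again 0.2.

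**Figure D1:**
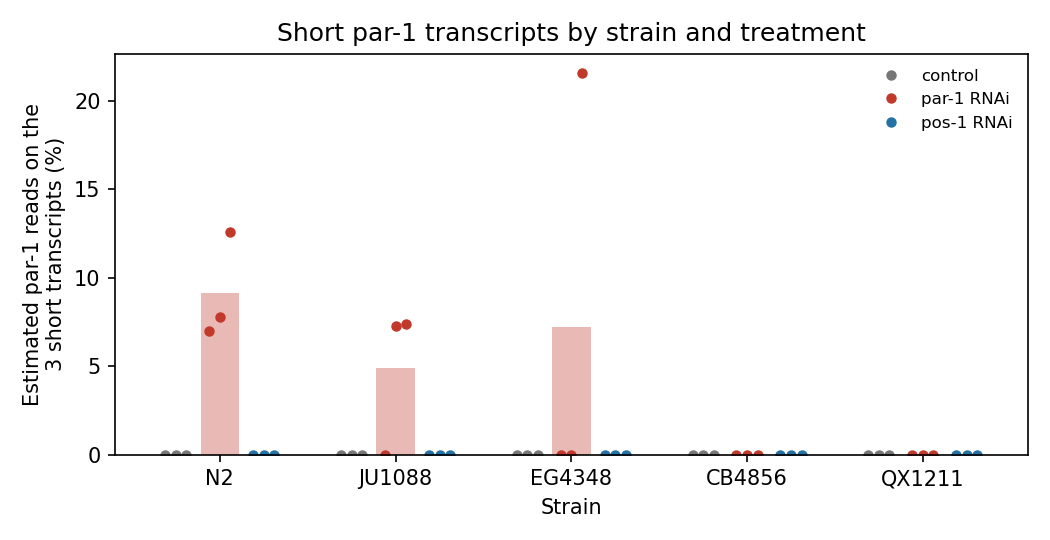
Percent of the *par-1* reads assigned to the 3 short transcripts in each library, by strain and treatment, with bars at the mean and points for single libraries. The 6 libraries above 0 are all under *par-1* RNAi in N2, JU1088 and EG4348, with replicate 3 the only one of EG4348.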

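Neither target changed past the threshold under RNAi against the other. Under *par-1* RNAi, the log2 fold change of *pos-1* was 0.04 in N2, -0.23 in JU1088, -0.11 in EG4348, -0.16 in CB4856 and -0.20 in QX1211, with standard errors of 0.10 (adjusted p from 0.157 to 0.965 in edgeR). In JU1088, EG4348, CB4856 and QX1211, all 3 *par-1* RNAi libraries lay below the 3 controls in normalized count of *pos-1* (exact two-sided permutation test, p = 0.1). Under *pos-1* RNAi, the log2 fold change of *par-1* was 0.00 in N2, -0.24 in JU1088, -0.16 in EG4348, -0.05 in CB4856 and 0.18 in QX1211 (adjusted p from 0.487 to 1).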

To assess how strains vary in overall transcriptional response to RNAi, we identified changes in gene expression across treatments (*par-1* RNAi, *pos-1* RNAi, and the negative control) that differed across the 5 strains. Specifically, for each gene in the dataset, we asked whether a model with or without a strain–treatment interaction term better explained the pattern of expression (see *Materials and methods*). Genome-wide, 842 genes (5% of those assayed) varied in RNAi response across strains (i.e. had significant strain–treatment interaction via a likelihood ratio test, genome-wide adjusted *P* < 0.1) (Supplementary File 8). 

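The strain-by-treatment interaction was significant at an adjusted p under 0.1 in edgeR for 240 of 18573 genes (1.29%), and 2174 genes had an unadjusted p under 0.05. DESeq2's likelihood ratio test gave 842 genes. With each library left out in turn, the count ranged from 102 (without QX1211 *par-1* RNAi replicate 3) to 874 (without JU1088 *pos-1* RNAi replicate 1). After *pos-1*, the smallest adjusted p belonged to Y41C4A.32 (0.000379). Of the 240 genes, 134 were among the genes called in JU1088 under *par-1* RNAi, 129 in CB4856, 102 in QX1211, 83 in EG4348 and 28 in N2. Under *pos-1* RNAi, 118 were among the genes called in JU1088, 12 in N2, 8 in CB4856, 4 in QX1211 and 2 in EG4348.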

We also identified, within each strain, differences in expression following *par-1* and *pos-1* RNAi relative to the control. The number of genes differentially expressed under RNAi treatment (genome-wide adjusted *P* < 0.1, fold change > 1.5) varied substantially across strains as well as between the 2 treatments (Fig. 3a, Supplementary Fig. 6, Supplementary Table 1, Supplementary File 9a–9j).

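The 10 comparisons of a treatment with the control of the same strain made 5638 calls. The gene with the largest change was taken in each *par-1* RNAi comparison and in JU1088 under *pos-1* RNAi, among genes with a mean of at least 50 normalized counts. In N2, *pud-3* (WBGene00017501), one of a family of near-identical paralogs among which reads are hard to place, rose under *par-1* RNAi by a log2 fold change of 2.78 (standard error 0.21, adjusted p = 3.98e-07 from edgeR). The largest fall in N2 was that of *acdh-2* (WBGene00015894), with a log2 fold change of -4.02 (standard error 0.85, adjusted p = 0.00668). In JU1088, *acdh-2* was at the limit of detection under *par-1* RNAi and at least 28.3-fold lower than in the control. In EG4348 and CB4856, it was at least 24.6-fold and 19.4-fold lower. The largest rise in JU1088 under *par-1* RNAi, that of T22F3.11 (WBGene00020700), went from 6.20 ± 2.96 normalized counts (SD, n = 3) to 859 ± 1348 and was not called without JU1088 *par-1* RNAi replicate 2 (adjusted p = 0.264). In EG4348, B0024.4 (WBGene00007097) rose from 10.4 ± 4.89 to 167 ± 130.5, and *amt-4* (WBGene00000136) fell from 246 ± 10.9 to 70.1 ± 2.36. Under *pos-1* RNAi in JU1088, *dct-8* (WBGene00044472) was at least 32.4-fold higher than in the control, where it was at the limit of detection (adjusted p = 0.000861). Its level ran from 10.3 to 320 normalized counts in the 3 libraries, and without JU1088 *pos-1* RNAi replicate 2, the log2 fold change went from 7.99 to 6.49. There, *nep-8* (WBGene00017553) fell from 121 ± 14.3 to 3.36 ± 0.888, a log2 fold change of -5.15 (standard error 0.48, adjusted p = 1.16e-08).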

**Fig. 3.**
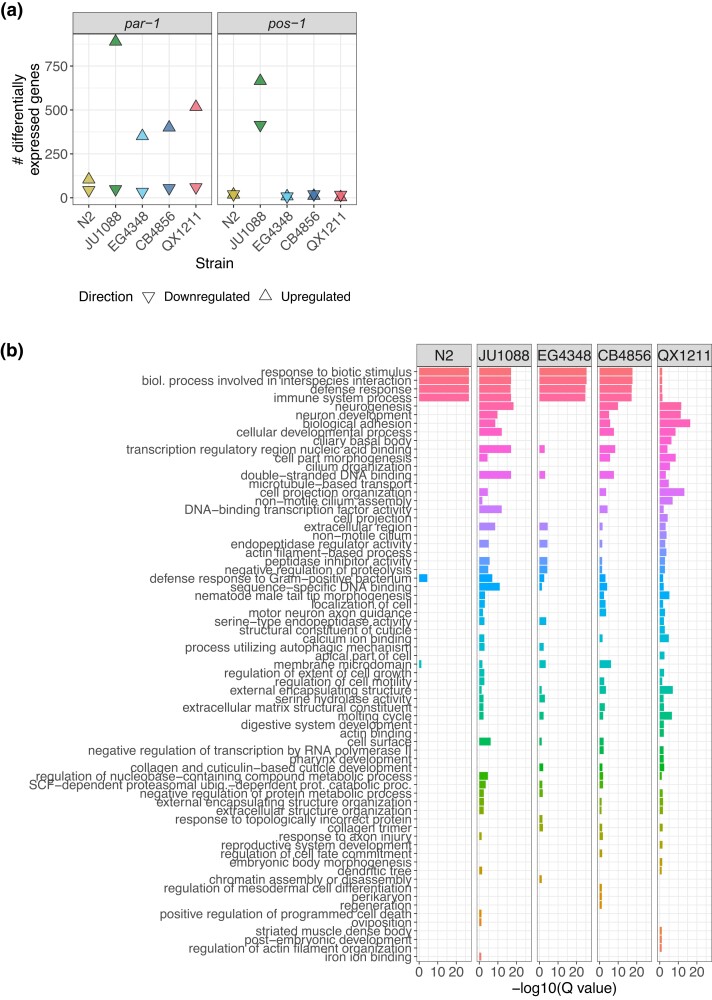
The transcriptional response to dsRNA is highly strain- and target-specific. a) The number of genes up- and downregulated in each strain upon *par-1* and *pos-1* dsRNA ingestion/RNAi induction. Genes were called differentially expressed if their shrunken absolute fold change was >1.5 and genome-wide adjusted *P*-value/FDR < 0.1. b) Gene set enrichment analysis results for genes upregulated on *par-1* dsRNA in each strain. GO categories that were significantly enriched (false discovery rate *Q* < 0.1) in any strain are included. GO terms are ranked and colored by median significance across strains. Related Supplementary Material: Supplementary Fig. 6 shows volcano plots for RNAi treatments for each strain. Supplementary Fig. 7 contains Venn diagrams of overlap among strains in specific differentially expressed genes. Supplementary Fig. 8 shows results from the same gene set enrichment analysis of genes downregulated under *par-1* RNAi and up- and downregulated under *pos-1* RNAi. Supplementary Table 1 gives the number of up- and downregulated genes in each strain and included in each analysis. Supplementary File 8 contains the genes differentially expressed based on strain–treatment interaction. Supplementary File 9a–9j contains the genes differentially expressed in each strain in each RNAi treatment vs control. Supplementary File 10 gives all enriched GO categories.

On both *par-1* and *pos-1* RNAi, the highly germline RNAi-competent strain JU1088 exhibited the most differentially expressed genes relative to the control, suggesting that this strain is the most transcriptionally responsive to RNAi (Fig. 3a, Supplementary Fig. 6). However, on *par-1* RNAi, the moderately competent strain EG4348 and the largely incompetent strains CB4856 and QX1211 showed substantially more differentially expressed genes than the competent laboratory strain N2. These results indicate that the number of genes transcriptionally responsive to exogenous RNAi is not predictive of RNAi phenotypic penetrance and that “competence” defined by endpoint phenotypes and/or artificial triggers may obscure intermediary RNAi activity or activity in alternative RNAi pathways (Chou *et al*. 2022).

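In JU1088, 1580 genes were called under *par-1* RNAi and 1530 under *pos-1* RNAi. Without JU1088 *par-1* RNAi replicate 2, 611 genes were called under *par-1* RNAi, fewer than in CB4856 and QX1211 with all of their libraries. Without JU1088 *pos-1* RNAi replicate 2, the deepest of the 45 libraries and one of those with a shared fragment length, 244 genes were called under *pos-1* RNAi, still the most of any strain. Without JU1088 *pos-1* RNAi replicate 1, 2273 were. Of the 1530 genes, 72.1% had their largest change in replicate 2, 23.0% in replicate 3 and 4.90% in replicate 1. Fitted on the 9 libraries of each strain alone, 946 genes were called under *par-1* RNAi in JU1088 and 1224 in QX1211.

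**Figure D2:**
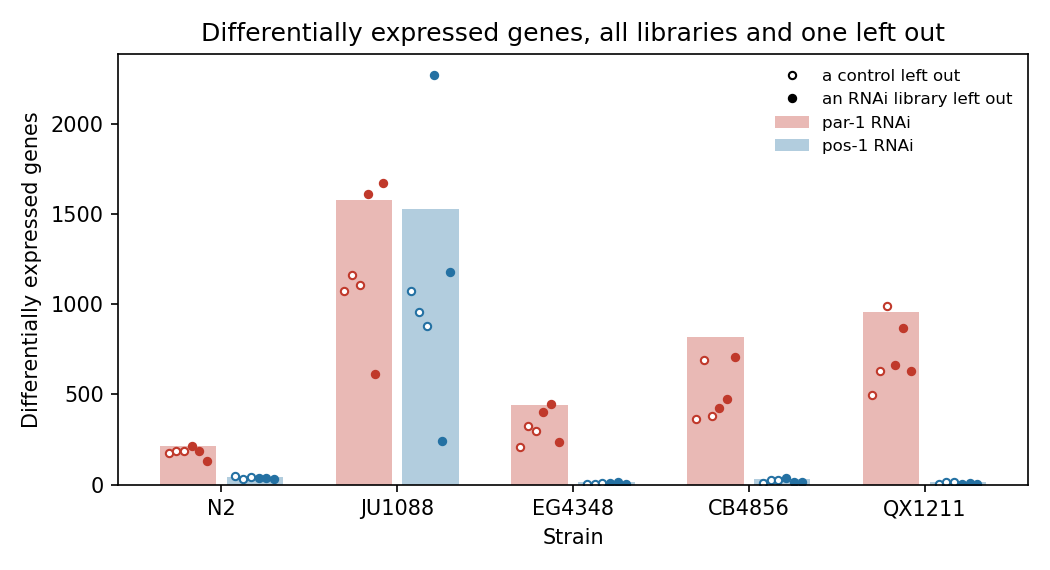
Genes called in each strain and treatment with all libraries (bars) and with one library left out (points, open where the library was a control). The counts of JU1088 under *pos-1* RNAi spread from 244 to 2273.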

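Under *par-1* RNAi, 215 genes were called in N2, 443 in EG4348, 818 in CB4856 and 956 in QX1211. With one library left out, the count ranged from 133 (without N2 *par-1* RNAi replicate 3) to 214 in N2 and from 210 (without EG4348 control replicate 1) to 447 in EG4348, so that the order of these strains rested on one library. It ranged from 363 (without CB4856 control replicate 1) to 705 in CB4856 and from 499 (without QX1211 control replicate 1) to 988 in QX1211, above the highest count of N2. The paper reasons from these numbers that the count of responding genes does not predict how strongly RNAi acts on the phenotype, and proposes that competence defined by endpoint phenotypes or artificial triggers may hide intermediate or alternative RNAi activity.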

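Under *pos-1* RNAi, 40 genes were called in N2, 12 in EG4348, 29 in CB4856 and 15 in QX1211. At an unadjusted p under 0.05 and the same fold change minimum, there were 478 in N2, 656 in EG4348, 530 in CB4856 and 471 in QX1211. Leaving one library out moved the count from 31 to 47 in N2, from 4 (without EG4348 control replicate 1) to 12 in EG4348, from 10 (without CB4856 control replicate 1) to 36 in CB4856 and from 4 (without QX1211 *pos-1* RNAi replicate 3) to 16 in QX1211.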

Relative to *par-1*, *pos-1* RNAi induced substantially fewer differentially expressed genes in all strains but JU1088, indicating that RNAi transcriptional response is highly target-specific. Furthermore, differential expression following *par-1* RNAi was strongly skewed toward an overabundance of upregulated genes compared to downregulated genes (Fig. 3a, Supplementary Fig. 6). 

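Over the 5 strains, 3590 calls under *par-1* RNAi were rises and 422 were falls, so that 89.5% of the calls were rises. With none of the 3 libraries of shared fragment length, the alternative that moved this share most, it was 88.0%. By strain, 159 genes rose and 56 fell in N2, 1461 and 119 in JU1088, 396 and 47 in EG4348, 731 and 87 in CB4856, and 843 and 113 in QX1211. The median log2 fold change of all tested genes lay between 0.00 and 0.03 in these 5 comparisons. Under *pos-1* RNAi, 62.55% of the calls were rises (1017 rises and 609 falls), and 984 of the rises were in JU1088. There, 546 genes fell. In N2, 18 genes rose and 22 fell, in EG4348, 4 and 8, and in CB4856, 11 and 18. In QX1211, 0 genes rose and 15 fell.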

Of course, a transcriptional response may reflect developmental consequences of losing *par-1* or *pos-1* gene expression, at least in competent strains (Paaby *et al*. 2015; Chou *et al*. 2022); here, we cannot easily distinguish these effects from those arising from induction of the RNAi process itself. However, several lines of evidence suggest that RNAi process effects dominate. First, RNAi is a systemic phenomenon with a repertoire of many genes (Billi *et al*. 2014), while *par-1* and *pos-1* expression is largely restricted to the germline with consequential effects predominantly in the early embryo (Harris *et al*. 2020); our samples were prepared from whole worms. 

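In CB4856 under *par-1* RNAi, the largest rise was that of *wrt-10* (WBGene00006956), from 15.3 ± 9.18 normalized counts (SD, n = 3) to 108 ± 20.4, a log2 fold change of 2.72 (standard error 0.67, adjusted p = 0.0157 from edgeR). The largest fall was that of *hrg-3* (WBGene00010256), from 138 ± 9.98 to 22.9 ± 1.84, a log2 fold change of -2.59 (standard error 0.37, adjusted p = 3.04e-05). In QX1211, F41F3.3 (WBGene00018297) rose from 4.18 ± 4.87 to 97.6 ± 17.5, a log2 fold change of 4.64 (standard error 1.24, adjusted p = 0.0204), and was not called without QX1211 control replicate 1 (adjusted p = 0.149). The largest fall in QX1211 was that of Y41C4A.32 (WBGene00270321), from 787 ± 202 to 96.5 ± 48.3, a log2 fold change of -3.07 (standard error 0.42, adjusted p = 1.82e-05). This gene rose under *par-1* RNAi in EG4348, where it was at least 4.99-fold higher than in the control, and in CB4856, where its log2 fold change was 2.04 (standard error 0.55, adjusted p = 0.0278). With one library left out, the rise of Y41C4A.32 was not called in 4 of 6 fits in EG4348 (adjusted p from 0.173 to 0.347, the highest without EG4348 *par-1* RNAi replicate 3) and in 3 of 6 fits in CB4856 (from 0.103 to 0.1265, the highest without CB4856 control replicate 1).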

Second, the incompetent strains exhibited transcriptional responses genome-wide but not at the targeted genes. Finally, as described below, the transcriptional response at a gene-by-gene level was strain-specific, consistent with our growing understanding of natural variation in RNAi.

To identify transcriptional responses to RNAi that may be universal within *C. elegans*, we first checked for differentially expressed genes that were shared across strains. However, overlap among strains was sparse (Supplementary Fig. 7): no genes with differential expression to both *par-1* and *pos-1* RNAi were shared across all 5 strains, and the only gene responsive to both treatments in the competent strains (JU1088, N2, and EG4348) was *asp-14*, a predicted aspartyl protease involved in innate immunity (Harris *et al*. 2020). Such strain-specific patterns fit with our observations of RNAi variability: not only does *C. elegans* exhibit substantial natural variation in germline RNAi competence (Tijsterman *et al*. 2002; Felix 2008; Elvin *et al*. 2011; Felix *et al*. 2011; Paaby *et al*. 2015), but the genetic basis for RNAi failure appears strain-specific as well (Chou *et al*. 2022). 

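The genes called under both treatments in all 5 strains numbered 0, and 1 gene, *asp-14* (WBGene00019619, chromosome X from 6444185 to 6446664), was called under both treatments in JU1088, N2 and EG4348. Under *par-1* RNAi, its normalized count went from 55.6 ± 10.8 (SD, n = 3) to 344 ± 25.3 in N2 (log2 fold change 2.62, standard error 0.21, adjusted p = 1.53e-10 from edgeR), from 48.6 ± 5.07 to 185 ± 21.6 in JU1088 and from 39.0 ± 6.53 to 150.3 ± 48.5 in EG4348. Under *pos-1* RNAi, its log2 fold change was 1.54 in N2 (adjusted p = 4.995e-05), 1.10 in JU1088 (0.00290) and 1.39 in EG4348 (0.00225), with standard errors of 0.21 to 0.22. It was also called under both treatments in CB4856, and under *par-1* RNAi in QX1211, so that 9 of the 10 comparisons called it. The other genes called in 9 comparisons were *hrg-2* (WBGene00010473) and F36A2.3 (WBGene00009453), which fell in each of theirs, and *nep-22* (WBGene00020788), which rose in 4 strains under *par-1* RNAi and fell in all 5 under *pos-1* RNAi. Under *par-1* RNAi alone, 43 genes were called in all 5 strains, 32 of them rising and 11 falling, out of 2482 genes called in at least 1 strain. Without a fold change minimum, 70 were. Under *pos-1* RNAi alone, *hrg-2* and *nep-22* were called in all 5 strains, out of 1554 genes called in at least 1. With one library left out, the *nep-22* call under *pos-1* RNAi was lost in 5 of 6 fits in EG4348 and 4 of 6 in QX1211. It held in N2, JU1088 and CB4856, and *hrg-2* held in every strain. The call of F36A2.3 under *par-1* RNAi was lost in 4 of 6 fits in EG4348 and 3 of 6 in CB4856, and held in N2, JU1088 and QX1211. Within a strain, 23 genes were called under both treatments in N2, 621 in JU1088, 6 in EG4348, 18 in CB4856 and 10 in QX1211, and 23, 604, 4, 16 and 9 of these changed in the same direction.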

We posit that even among competent strains, *C. elegans* varies in details of the RNAi biological response mechanism, including which genes are affected, the magnitude or functionality of their activity, and their timing. These differences are apparent in the transcriptional responses of N2 and JU1088 (Fig. 3, Supplementary Fig. 7), including the activity of W06G6.11 described above. As the RNAi response is also highly target-specific, these results portray RNAi as a phenomenon of exquisite specificity and context dependence.

However, statistical flux around significance cutoffs within strains may limit detection of gene-specific responses, and we also wished to examine the biological significance of the transcriptional responses. Therefore, we investigated whether the same general classes of genes responded to RNAi across strains by applying WormBase gene set enrichment analyses (Angeles-Albores *et al*. 2016; Harris *et al*. 2020) to the sets of genes up- and downregulated on the RNAi treatments (Supplementary File 9). Strains showed a clear pattern of enriched gene ontology (GO) categories, particularly in the largest gene set, those upregulated under *par-1* RNAi (Fig. 3b, Supplementary File 10). Specifically, GO terms associated with canonical RNAi functions such as immune defense were well represented in all strains except in the germline-incompetent strain QX1211, and genes in other categories were enriched in all strains except in N2. This pattern explains the paucity of differentially expressed genes in N2 relative to other strains following *par-1* RNAi (Fig. 3a), as those in N2 are restricted to immunity-associated ontology. These results demonstrate that reference strain N2 may not be a good representative for RNAi transcriptional response in *C. elegans* generally. Some of these patterns were also evident in genes downregulated under *par-1* RNAi and up- and downregulated under *pos-1* RNAi, though these results were less clear (Supplementary Fig. 8); this difference from *par-1* upregulated genes might reflect the more limited pool of differentially expressed genes in those categories.

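The GO terms of the paper were not analysed here. In their place, 9 lists of genes, written from gene family names and marker genes, were tested as sets with limma's camera (a preset correlation of 0.01), with Benjamini-Hochberg adjustment over the 90 tests of 9 lists in 10 comparisons. At an adjusted p under 0.1, 41 tests were called, of which 15 were also called by limma's fry, which estimates the correlation. Of 40 regroupings of the libraries, the real one included, 6 gave as many camera calls. The 261 genes of the immune defence list rose under *par-1* RNAi in N2 (camera adjusted p = 0.0005715, fry 0.0278), JU1088 (0.0104 and 0.000915), EG4348 (0.000656 and 0.00113) and CB4856 (0.0559 and 0.0270), but not in QX1211 (0.470 and 0.167). Their median log2 fold changes were 0.20, 0.42, 0.47, 0.16 and 0.00 in these 5 strains. From 91 to 130 of these genes were at the limit of detection in a group, and with them at their bounds, each median was 0. With one library left out, the call in CB4856 was lost in 3 of 6 fits (camera p up to 0.0738, without CB4856 control replicate 1). The calls in N2, JU1088 and EG4348 held in all 6 fits. Adjusted over the list alone, 21 genes rose and 4 fell in N2, 48 and 6 in JU1088, 28 and 3 in EG4348, 33 and 9 in CB4856, and 22 and 5 in QX1211. Adjusted over all genes tested, 13, 45, 19, 31 and 18 rose. The response of the list in QX1211 was not shown to differ from that in N2 (camera adjusted p = 0.240) or from the mean of the other 4 strains (0.147). The 34 genes of the ciliated neuron list rose in QX1211 (camera adjusted p = 2.01e-09, fry 0.000233), with a median log2 fold change of 1.42, or 0.86 with 10 genes at their bounds. By camera alone, this list also rose in CB4856 (median 0.42, or 0.40 with 4 genes at their bounds, adjusted p = 0.0514). By fry alone, it rose in JU1088 (median 0.34, or 0.08 with 15 genes at their bounds, adjusted p = 0.0984). The early zygotic embryo list of 32 genes rose in EG4348 (median 0.66, camera adjusted p = 0.00181, fry 0.00957) and CB4856 (0.40, 0.000542 and 0.00600), and the rise in JU1088 (0.41) had a camera adjusted p of 0.08095 and a fry adjusted p of 0.0623. With genes at their bounds, these medians were 0.36 in EG4348, 0.30 in CB4856 and 0.34 in JU1088. The 22 genes of the oocyte and eggshell list fell in JU1088 (median -0.27, camera adjusted p = 2.65e-10, fry 0.0123), CB4856 (-0.18, 1.58e-07 and 0.0623) and QX1211 (-0.20, 5.599e-09 and 0.0494), and in EG4348 by camera alone (-0.10, 5.62e-05). The 49 genes of the RNAi machinery list fell in JU1088 (median -0.15, camera adjusted p = 0.000194, fry 0.0697), and by camera alone in CB4856 (-0.12, 0.00181), EG4348 (-0.08, 0.0220) and QX1211 (-0.08, 0.0563).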

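Under *pos-1* RNAi, the collagen list of 142 genes fell in JU1088 with a median log2 fold change of -0.97, or -0.78 with 53 genes at their bounds (camera adjusted p = 1.645e-14, fry 0.00113). Adjusted over the list alone, 55 collagen genes fell and 4 rose there, and 41 fell when adjusted over all genes tested. The xenobiotic metabolism list of 183 genes fell in QX1211 (median -0.21, or -0.13 with genes at their bounds, camera adjusted p = 9.74e-06, fry 0.0488), with 17 falling and 1 rising adjusted over the list alone and 3 falling adjusted over all genes tested. The major sperm protein list of 41 genes fell in CB4856 by camera alone (median -1.18, adjusted p = 8.205e-12, fry 0.1715). Under *par-1* RNAi, it rose in EG4348 by camera alone (median 2.46, or 1.29 with 26 genes at their bounds, adjusted p = 3.965e-06, fry 0.154), with 21 genes rising and 1 falling adjusted over the list alone and 0 called adjusted over all genes tested. By camera alone, it also fell in CB4856 (-0.56, 0.0286) and rose in N2 (0.49, 0.0750) under *par-1* RNAi. With one library left out, these calls were lost in 2 of 6 fits in CB4856 and 3 of 6 in N2. The 6 vitellogenin genes did not pass fry in any comparison, and their camera call with the smallest p was a median log2 fold change of 0.30 under *par-1* RNAi in N2 (camera adjusted p = 0.00333, fry 0.225). The immune defence list was called as a set under *pos-1* RNAi in none of the strains (camera adjusted p from 0.354 to 0.821). In JU1088, 34 of its genes rose and 10 fell adjusted over the list alone, and 30 rose and 9 fell adjusted over all genes tested. The early zygotic embryo list rose in JU1088 (median 0.52, or 0.11 with 12 genes at their bounds, camera adjusted p = 0.0514, fry 0.0915).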

In sum, transcriptional responses to RNAi differed across strains, but these responses did not clearly discriminate between RNAi-competent and RNAi-incompetent strains in the context of N2-derived GO categories: some competent strains upregulated nondefense categories while N2 did not, and incompetent strain CB4856 upregulated defense categories while incompetent strain QX1211 did not. That said, some strain-specific aspects of RNAi responses at the phenotype level may shed light on the transcriptional response enrichments. 

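The *par-1* RNAi responses of the strains were compared over the log2 fold changes of all genes with an average above 1 in log2 CPM. Across genes, which are not independent replicates, Pearson's r was highest between JU1088 and EG4348 (0.617), followed by JU1088 and CB4856 (0.583), EG4348 and CB4856 (0.543), CB4856 and QX1211 (0.509), JU1088 and QX1211 (0.493) and EG4348 and QX1211 (0.4603). With N2, r was 0.277 for EG4348, 0.2301 for JU1088, 0.203 for QX1211 and 0.199 for CB4856.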

EG4348 is partially sensitive to RNAi (Felix *et al*. 2011; Paaby *et al*. 2015; Chou *et al*. 2022), and its GO term profile is similar to highly sensitive strain JU1088. 

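Of the genes of CB4856, *ppw-1* (WBGene00004093) lies on chromosome I from 4185174 to 4189956. Its normalized count in the control was 853 ± 67.7 (SD, n = 3) in CB4856, 1864 ± 149.9 in N2, 1921 ± 139.8 in JU1088, 2221 ± 116 in EG4348 and 1495 ± 222 in QX1211 (adjusted p = 7.33e-07 for strain in edgeR). Under RNAi, it was called in none of the 10 comparisons, and its log2 fold change under *par-1* RNAi in CB4856 was -0.20 (standard error 0.11, adjusted p = 0.361).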

While largely incompetent for germline RNAi, CB4856 does eventually exhibit strong RNAi phenotypes at late ages (Tijsterman *et al*. 2002; Felix *et al*. 2011; Paaby *et al*. 2015; Chou *et al*. 2022); its GO term profile similarity to JU1088 could be explained by the fact that this delay arises from the perturbation of a single gene, *ppw-1* (Tijsterman *et al*. 2002). Alternatively, QX1211 exhibits an apparent on/off response pattern among individual animals (Chou *et al*. 2022), and this binary penetrance of RNAi response may be insufficient to detect defense/immune gene upregulation in a bulk analysis.

### A public web resource for data exploration

We have built a user-friendly, interactive website (https://wildworm.biosci.gatech.edu/rnai/) to enable straightforward public exploration of our gene expression data across the 5 wild *C. elegans* strains and 3 RNAi conditions. For any gene in our analysis, this website (1) visualizes the RNA quantification per sample split by treatment or strain, (2) allows the user to look up differential expression results between any 2 strain–treatment groups, (3) reports if expression differs by strain in the control condition and by RNAi treatment across strains, and (4) enables initial reference bias screening by displaying DNA sequencing coverage and whether the gene overlaps a hyperdivergent haplotype. This website may be useful for exploratory analyses of genes of interest for many types of studies in the *C. elegans* community.

## Conclusion

The results of the investigations described here further expand our understanding of *C. elegans* processes beyond the reference strain N2. Our quantification of gene expression variation among wild strains demonstrates that mapping bias arising from the use of a reference genome, while a greater liability for inferences about individual genes, can be restricted to a relatively minor concern for genome-wide studies in this system. However, the strain-specific variation in RNAi transcriptomic response suggests that our understanding of RNAi processes, derived predominantly from studies in N2, incompletely represents RNAi biology in *C. elegans* as a whole. The type of dataset presented here, genome-wide expression in multiple natural genetic backgrounds over multiple conditions of interest, enables researchers to characterize how much variation exists in the experimental systems we study. Understanding the scope of natural variation informs evolutionary hypotheses about traits of interest and offers insight into otherwise inaccessible relationships among genes, their functions, and phenotypes.

## Supplementary Material

jkad112_Supplementary_Data Click here for additional data file.

## Data Availability

Strains and feeding vectors are available from CeNDR or the CGC and upon request. All supplementary data files are available via Zenodo at https://doi.org/10.5281/zenodo.7406794: Supplementary File 1 contains the genes differentially expressed based on strain; Supplementary File 2 contains the “off” genes identified as potentially unexpressed in 1 strain but expressed in others; Supplementary File 3 contains raw per-gene DNA sequence coverage estimates; Supplementary File 4 contains median-normalized per-gene DNA sequence coverage estimates; Supplementary File 5 contains the list of genes flagged as low DNA coverage; Supplementary Files 6 and 7 contain summaries of missing/0-coverage genes; Supplementary File 8 contains the genes differentially expressed based on strain–treatment interaction; Supplementary File 9a–9j contains the genes differentially expressed in each strain in each RNAi treatment vs control; and Supplementary File 10 contains the results of the gene set enrichment analyses. Per-gene differential testing results and related information are available via an interactive web app at https://wildworm.biosci.gatech.edu/rnai/. Gene expression data (raw and processed) are available at GEO with the accession number GSE190803. Codes used for all analyses can be found at https://github.com/averydavisbell/wormstrainrnaiexpr. Supplemental material available at G3 online.

# Supplementary material for: Beyond the reference: gene expression variation and transcriptional response to RNA interference in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2023 May 23;13(8):jkad112. doi: 10.1093/g3journal/jkad112
**Supplement:** jkad112_Supplementary_Data

## Supplementary Figures and Tables

### Beyond the reference: gene expression variation and transcriptional response to RNAi in *C. elegans*

Avery Davis Bell, Han Ting Chou, Francisco Valencia, Annalise B. Paaby

## Supplementary Figures

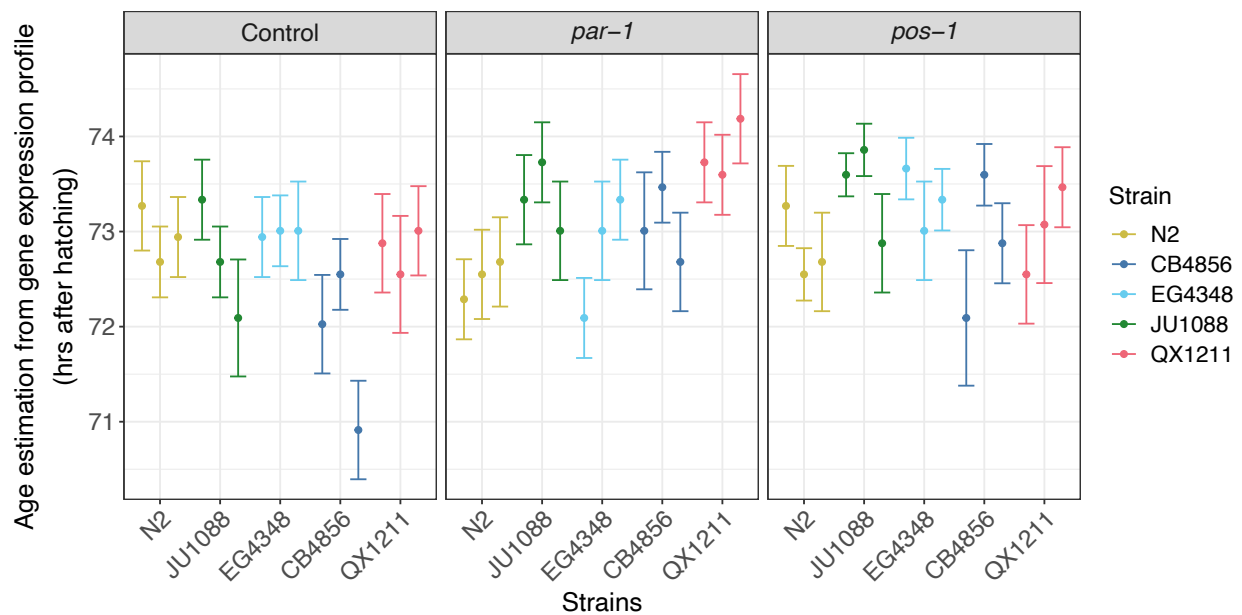

**Figure S1.** Estimates of sample ages from their gene expression profiles. Each expression profile was compared to time course gene expression from N2 worms using RAPToR (Bulteau and Francesconi 2022). Each point represents a biological replicate; error bars are 95% confidence intervals generated by RAPToR's bootstrapping.

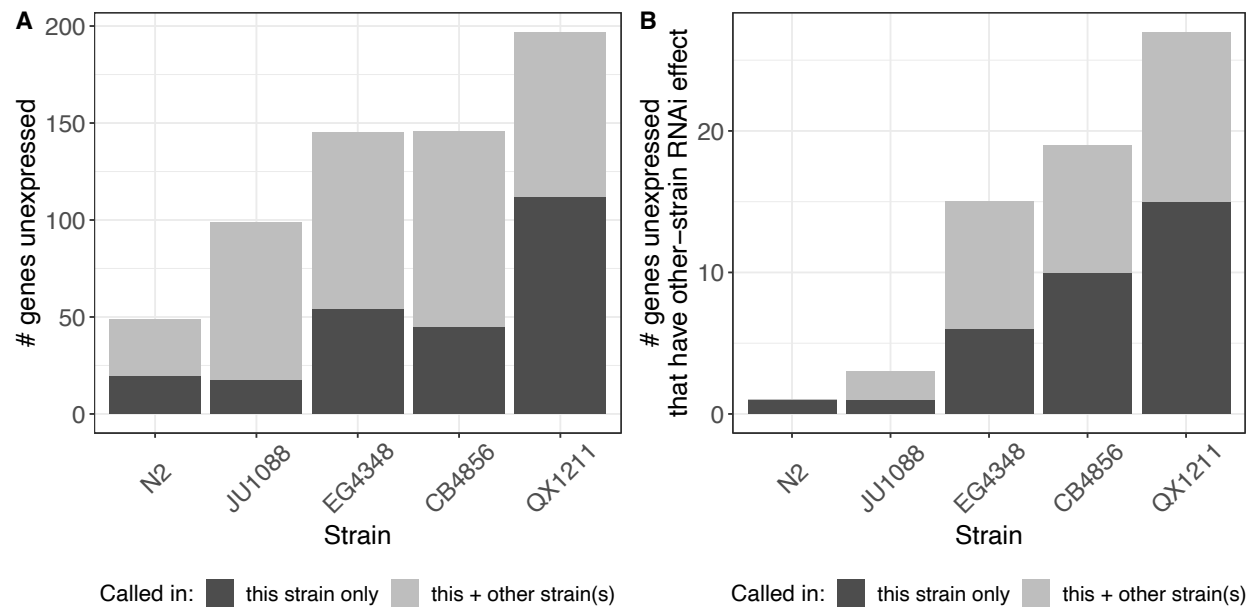

**Figure S2.** ‘Off’ genes, which are expressed in at least one strain but show no expression in one or more others. **A)** All ‘off’ genes per strain, either unique or shared across strains (n = 411 total; genes may be present for multiple strains). **B)** The subset of ‘off’ genes that exhibit differential expression on RNAi to *par-1* or *pos-1* in other strains, which are potential candidates for RNAi functional divergence (n = 47 total; genes may be present for multiple strains). *File S2 contains identity and details for each of these ‘off’ genes.*

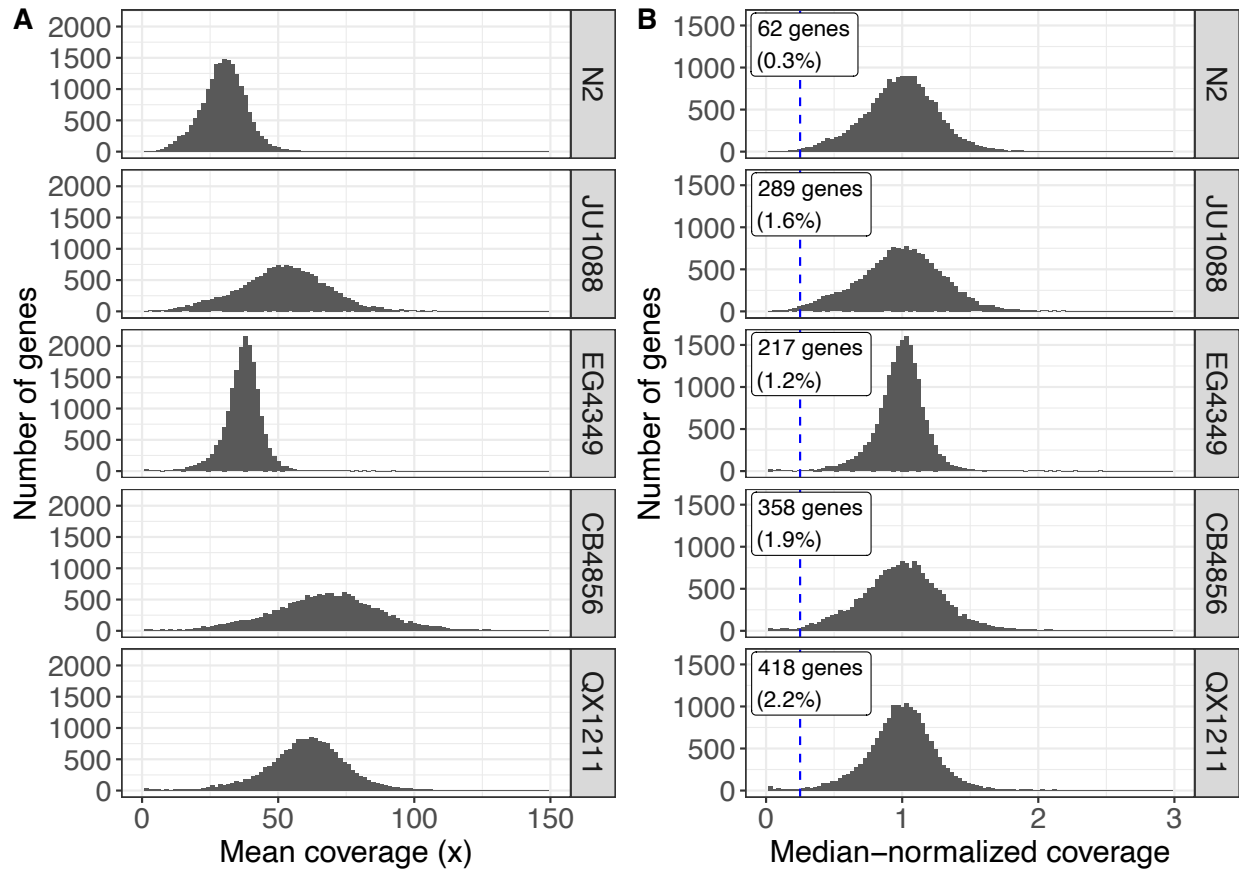

**Figure S3.** DNA sequence coverage across 18,589 genes included in expression analyses. Aligned DNA sequence data was obtained from CeNDR (release 20210121) (Cook et al. 2017). **A)** Mean coverage (mean number of reads covering each base) over merged non-overlapping exonic regions of genes in the five strains in this study. CeNDR assessed DNA coverage in EG4349, the genetically identical isotype to EG4348. The x-axis is truncated at 150x coverage for visual clarity, excluding 179 genes across all strains combined. **B)** Median-normalized coverage for the same genes as in **(A)**. Genes with less than 25% median coverage are considered low DNA coverage in this study; this boundary is demarcated with the blue dashed line and the number and proportion of genes this set comprises is noted on the plots. The x-axis is truncated at 3x median coverage for visual clarity, excluding 227 genes across all strains combined.

*Files S3 and S4 contain the source data. File S5 provides the list of genes identified as low coverage.*

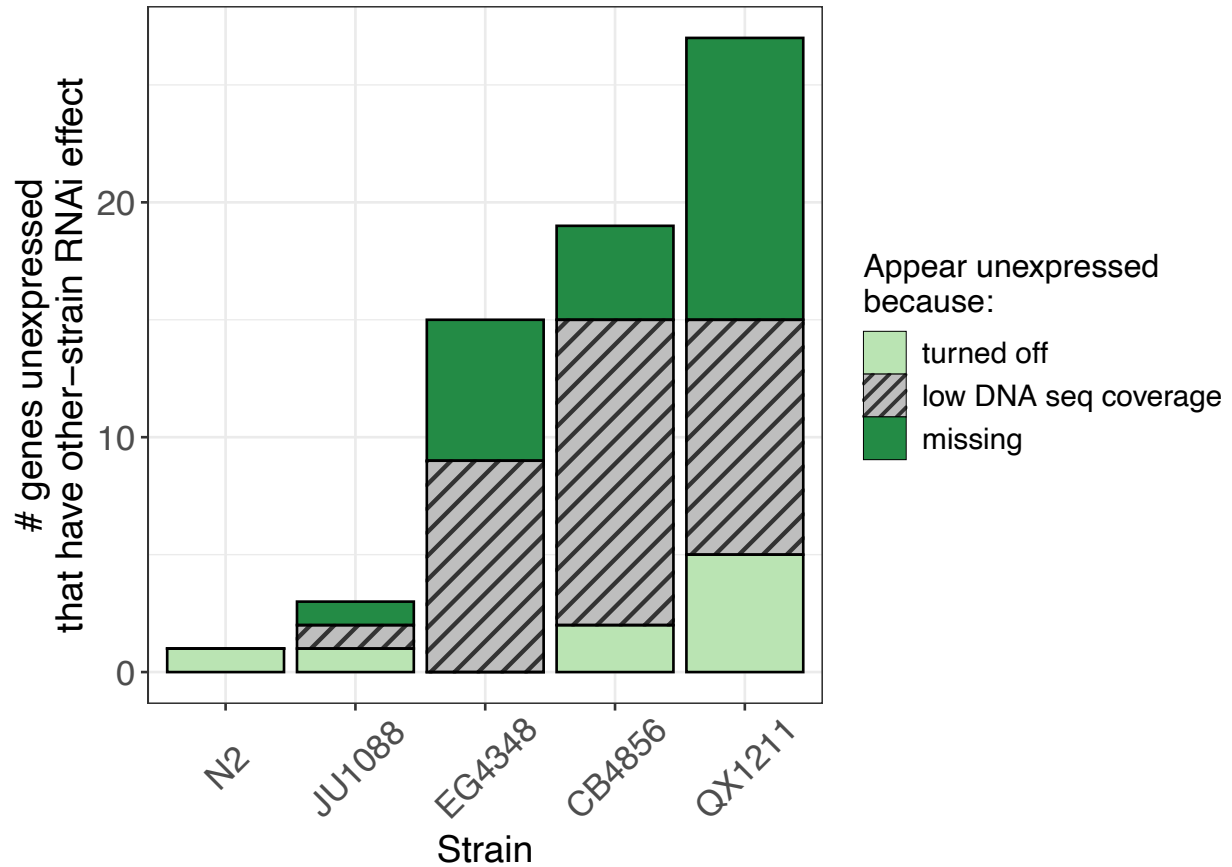

**Figure S4.** ‘Off’ genes that were unexpressed in one or more strains but differentially expressed with respect to *par-1* or *pos-1* RNAi in another strain, potential candidates for RNAi functional divergence. DNA sequence coverage information is denoted with color and shading. Missing genes were those with zero DNA sequence coverage; low DNA sequence coverage genes had greater than zero but less than 25% median gene’s coverage; genes classified as truly turned off had greater than 25% median gene’s DNA sequence coverage. (DNA coverage was assessed in strain EG4349, isotype to EG4348).

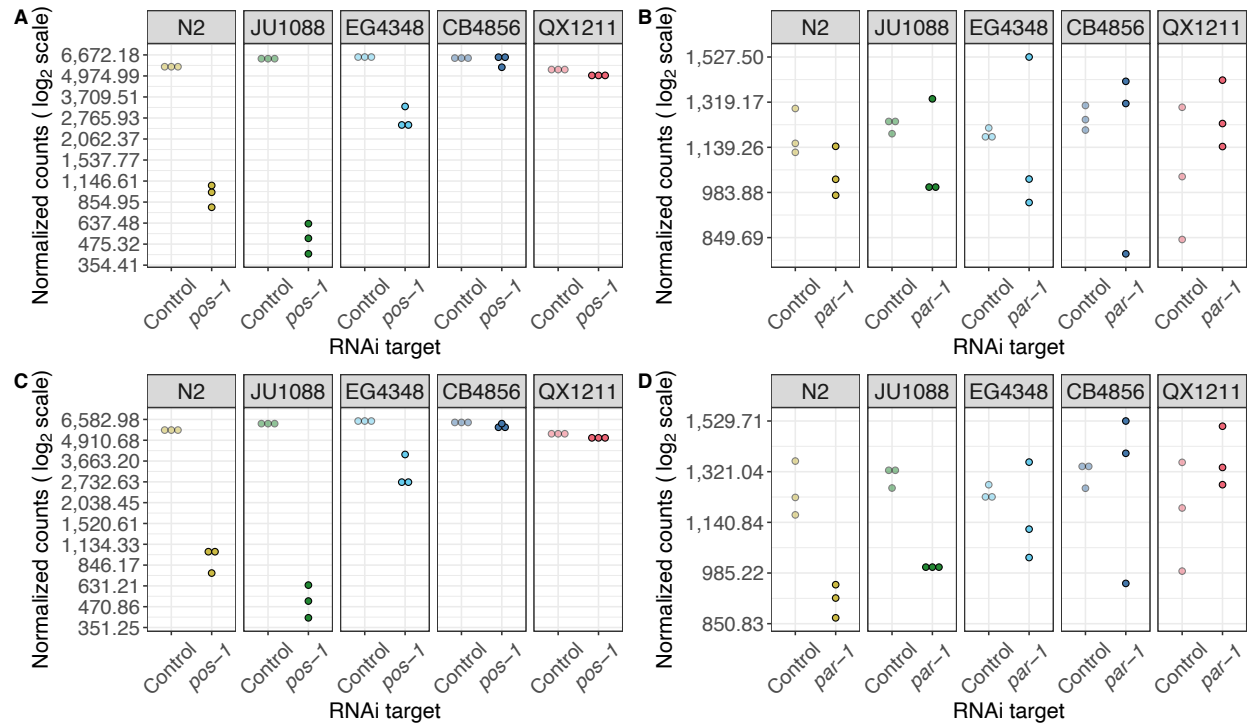

**Figure S5.** RNA-seq estimates suggest RNAi targets are knocked down commensurate with each strain's RNAi capacity. **(A and B)** Quantification estimates from pseudoalignment to strain-specific transcriptomes, normalized to library size and gene length, as used for all analyses in this study. **A)** Quantification estimates for *pos-1* in control and exposure to *pos-1* dsRNA; response is significantly different across strains (the strain:treatment interaction is significant, genome-wide adjusted  $p = 4 \times 10^{-254}$ ). **B)** Quantification estimates for *par-1* in control and exposure to *par-1* dsRNA (the strain:treatment interaction is not significant, genome-wide adjusted  $p = 0.92$ ). **(C and D)** Detection of target knockdown is not dependent on RNAi strategy: panels show *pos-1* and *par-1* quantification estimates as in **(A and B)**, respectively, but with alternative expression estimates derived from RNA sequence data uniquely mapping to one genomic location when containing the reference or non-reference allele (see methods).

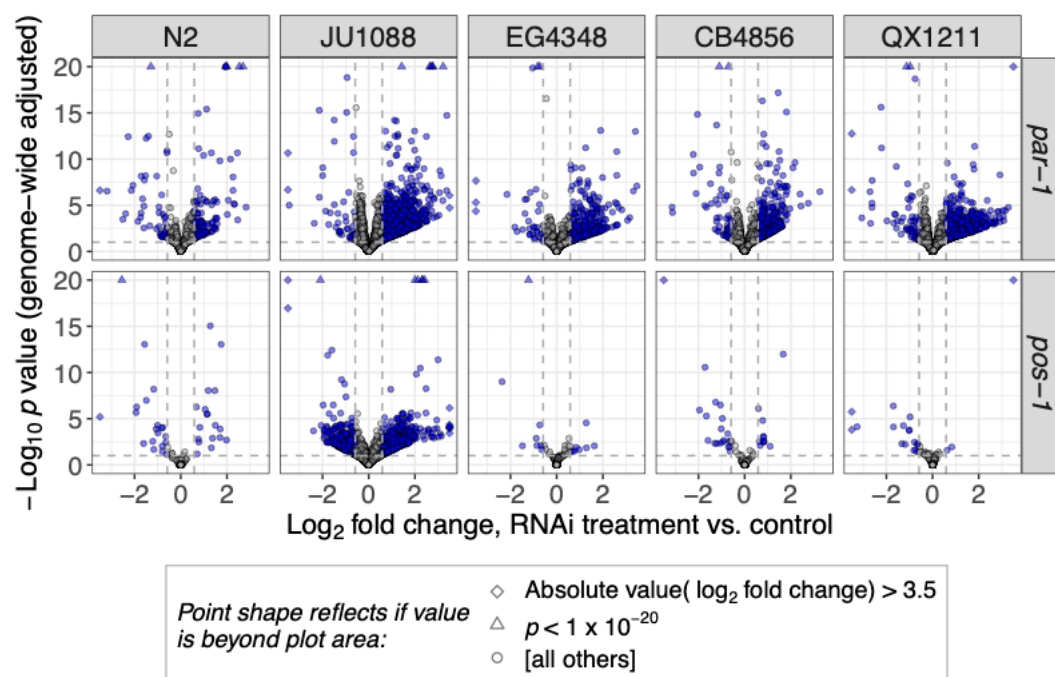

**Figure S6.** Volcano plots show genome-wide effects of RNAi treatments (against *par-1*, top, and *pos-1*, bottom) in each of the five strains. All genes with differential expression estimates are plotted; blue points denote genes with significant differential expression (genome-wide adjusted  $p < 0.1$  and corrected [see methods] absolute value (fold change)  $> 1.5$ ; these thresholds are annotated on the plot with gray dashed lines). For visual clarity, the y-axis is truncated at  $p = 10^{-20}$  and the x-axis is truncated at absolute  $\text{log}_2 \text{ fold change} = 3.5$ ; genes with values exceeding these thresholds are included on the plots and are represented by unique point shapes as noted in the plot legend.

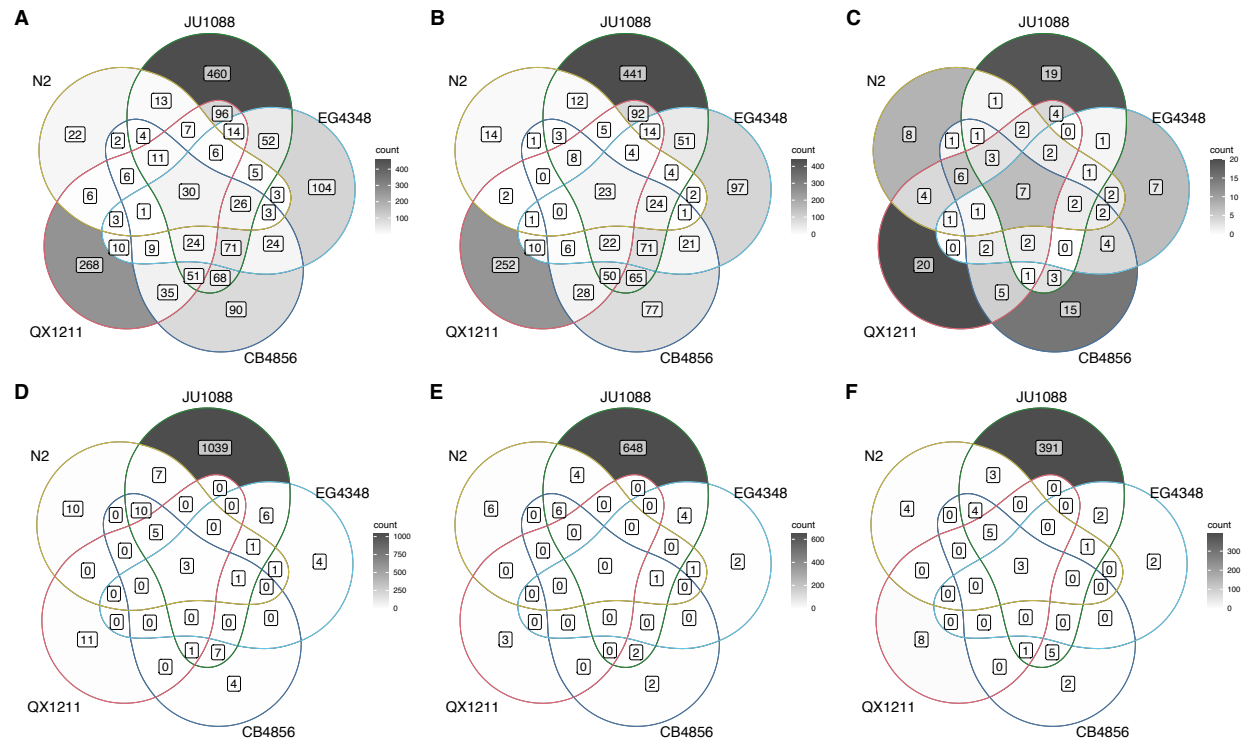

**Figure S7.** Limited overlap of genes called as differentially expressed in RNAi conditions vs. control across strains; shading scales with number of genes separately within each panel (see color bar legends). **(A-C)** Under *par-1* RNAi, genes differentially expressed in either direction **(A)**, upregulated **(B)**, or downregulated **(C)**. **(D-F)** Under *pos-1* RNAi, genes differentially expressed in either direction **(D)**, upregulated **(E)**, or downregulated **(F)**. Genes were called differentially expressed and included if their shrunken absolute fold change was  $> 1.5$  and genome-wide adjusted p-value/FDR  $< 0.1$  between RNAi and control within-strain.

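The overlap was counted pair by pair from the genes called with edgeR. Under *par-1* RNAi, JU1088 shared 511 genes with CB4856, 428 with QX1211, 278 with EG4348 and 149 with N2. CB4856 shared 317 with QX1211, 243 with EG4348 and 123 with N2, EG4348 shared 111 with QX1211 and 101 with N2, and QX1211 shared 90 with N2. Of the genes called in at least 1 strain, 1548 were called in 1 strain only. Under *pos-1* RNAi, JU1088 shared 27 genes with N2, 27 with CB4856, 10 with QX1211 and 8 with EG4348. N2 shared 18 with CB4856, 8 with QX1211 and 4 with EG4348, CB4856 shared 9 with QX1211 and 4 with EG4348, and EG4348 shared 3 with QX1211. Of the genes called under *pos-1* RNAi, 1515 were called in 1 strain only.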

*Files S9a-j contain gene IDs and details. Figure 3A and Table S1 show the overall number of up- and down-regulated genes in each strain.*

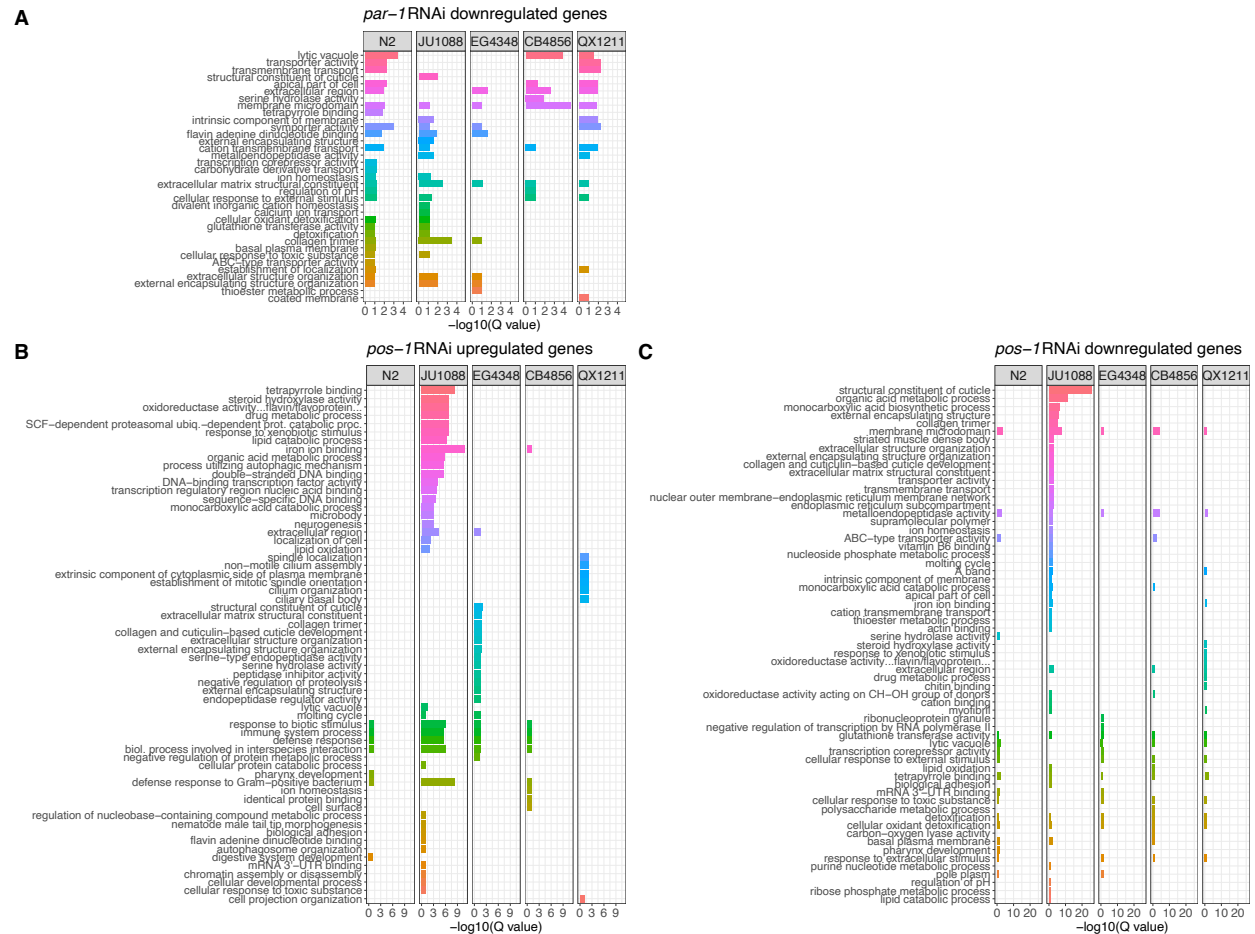

**Figure S8.** Gene set enrichment analysis results for genes **(A)** downregulated on *par-1* dsRNA in each strain, **(B)** upregulated on *pos-1* dsRNA, and **(C)** downregulated on *par-1* dsRNA. Only gene ontology (GO) categories significantly enriched (FDR  $Q < 0.1$ ) in upregulated genes in any strain are included. GO terms are ranked and colored by median significance across strains.

*Table S1* provides the number of genes included for each analysis. *File S10* gives all enriched GO categories. *Main Fig 3B* displays the same analysis of genes upregulated under *par-1* RNAi.

## Supplementary Tables

**Table S1.** The number of genes differentially expressed in each RNAi treatment in each strain, relative to the control condition, as well as the number included in the gene set enrichment analysis (GSEA).

| RNAi Treatment | Strain | Up- or down-regulated vs. control-treated samples | N genes significantly up- or downregulated* | N genes included in GSEA testing | N genes excluded from GSEA testing** |
|----------------|--------|---------------------------------------------------|---------------------------------------------|----------------------------------|--------------------------------------|
| <i>par-1</i>   | CB4856 | Down                                              | 55                                          | 35                               | 20                                   |
|                |        | Up                                                | 400                                         | 282                              | 118                                  |
|                | EG4348 | Down                                              | 34                                          | 22                               | 12                                   |
|                |        | Up                                                | 351                                         | 222                              | 129                                  |
|                | JU1088 | Down                                              | 49                                          | 29                               | 20                                   |
|                |        | Up                                                | 909                                         | 569                              | 340                                  |
|                | N2     | Down                                              | 44                                          | 31                               | 13                                   |
|                |        | Up                                                | 104                                         | 62                               | 42                                   |
|                | QX1211 | Down                                              | 60                                          | 46                               | 14                                   |
|                |        | Up                                                | 517                                         | 380                              | 137                                  |
| <i>pos-1</i>   | CB4856 | Down                                              | 20                                          | 17                               | 3                                    |
|                |        | Up                                                | 11                                          | 5                                | 6                                    |
|                | EG4348 | Down                                              | 8                                           | 7                                | 1                                    |
|                |        | Up                                                | 8                                           | 6                                | 2                                    |
|                | JU1088 | Down                                              | 415                                         | 315                              | 100                                  |
|                |        | Up                                                | 665                                         | 394                              | 271                                  |
|                | N2     | Down                                              | 20                                          | 16                               | 4                                    |
|                |        | Up                                                | 18                                          | 7                                | 11                                   |
|                | QX1211 | Down                                              | 17                                          | 15                               | 2                                    |
|                |        | Up                                                | 3                                           | 2                                | 1                                    |

\*, up or downregulation means shrunken fold change  $> 1.5$  or  $< 1.5$ , respectively, and genome-wide adjusted p-value  $< 0.1$

\*\*, genes excluded by WormBase due to lack of association with any WormBase gene ontology category

How the deposited data were processed for this re-analysis (not part of the article)

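RNA of whole worms was measured in 45 libraries of 5 strains (N2, JU1088, EG4348, CB4856 and QX1211) in 3 conditions: the empty vector control, *par-1* RNAi and *pos-1* RNAi, with 3 biological replicates in each of the 15 groups. The authors trimmed the reads with Trimmomatic and quantified them with Salmon against a transcriptome made for each strain, from the WormBase annotation WS276 with the variants of that strain inserted, and with the fragment length mean and SD of each library. The deposited files of each library give the estimated count of reads, the TPM (transcript abundance scaled to a fixed total per library) and the effective length of every transcript. The authors also deposited 1 table of signal values per gene, the DESeq2-normalized counts, in which the authors divided the counts by size factors and corrected them for average transcript length. These normalized counts are the unit in which single genes are given.

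The estimated counts were summed per gene and rounded to whole numbers before testing. Genes, biotypes and positions came from an Ensembl annotation, which is another file than the one the authors used. Where a transcript name was not in it, the sequence name was used (6633 transcripts), and 21 transcripts were not matched. Of the annotation, 46915 genes had a transcript in the files. In all, 21 genes were absent from the transcriptome of at least 1 strain, and 0 of these were among the genes tested. Average transcript lengths were computed from effective lengths and TPM. Genes with at least 10 estimated reads summed over the libraries of a model were kept. The models were fitted in R 4.3.3 with edgeR 4.0.16, with TMM factors, average transcript lengths as offsets, a trended dispersion and the quasi-likelihood F test, and p-values were adjusted with the Benjamini-Hochberg method over all genes tested. Standard errors of log2 fold changes were derived from the F statistic. Within a strain, a gene was called at an adjusted p under 0.1 and a fold change above 1.5. The interaction was tested with 8 coefficients at once. Fold changes from edgeR are not shrunken, whereas those of DESeq2 in the paper were. Where all libraries of a group had at most 3 estimated reads on a gene, the fold change is given as a bound against 3 counts.

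The named genes were chosen by a rule: every gene that the paper names as measured or as an RNAi gene; for each *par-1* RNAi comparison and for JU1088 under *pos-1* RNAi, the genes with the largest rise and the largest fall among those called, with all 3 treated libraries outside the range of the 3 controls and a mean of at least 50 normalized counts; the genes with the smallest p for strain and for the interaction; the 3 genes off in N2 with the highest mean elsewhere; and up to 5 genes called in the most comparisons.

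The 9 lists of genes hold immune defence, early zygotic embryo, ciliated neuron, collagen, major sperm protein, vitellogenin, oocyte and eggshell, RNAi machinery and xenobiotic metabolism genes. They were written from gene family names and known markers before the processed files were read. The *pos-1* gene was left out of its list in tests of *pos-1* RNAi. The lists were tested with camera (correlation 0.01) and fry of limma 3.58.1. Variance shares were computed with adonis2 of vegan 2.7.1 with 999 permutations, on values transformed with DESeq2 1.42.0. Comparisons of a few libraries used exact permutation tests, and correlations over the 15 controls used random permutations within strains.

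The steps were tested on simulated data. In counts with 200 genes changed by a factor of 4 in 1 comparison, all 200 were recovered and 14 of 17859 unchanged genes were called. For the interaction, 198 of 200 were recovered and 10 unchanged genes were called. For the strain test, 220 of 220 were recovered and 19 of 16212 unchanged genes were called, and all 20 genes silenced in a strain were found off. The changed and silenced genes were drawn from well expressed genes, with a dispersion of 0.05, equal transcript lengths and no deviating library. These counts thus do not give the recovery or the false calls for weakly expressed genes, such as most off genes (median highest strain mean 10.6 normalized counts). The depth of a library lay between 4269033 and 17865356 reads. A count of 0 over the 9 libraries of a strain allows up to 0.0370 to 0.0461 CPM.

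The alternatives were DESeq2 with the tests of the paper and ashr 2.2.63 shrinkage, RLE size factors in edgeR, no transcript length offset, the filterByExpr filter of edgeR, the replicate number as a term, a model of each strain alone, other rules for off genes, no fold change minimum, other genes and transformations for the principal components, fry in place of camera, and each library left out in turn. Models with a term for, or without, the 3 libraries that share a fragment length, and with a replicate block within each strain, were added. The GO tables, the DNA coverage of the off genes and the genome sequence were not analysed here, so that reads shared between paralogs were not followed.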

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

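All tests of explanations in this part were chosen only after the results were seen.

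The level of *pos-1* responded differently to *pos-1* RNAi in the 5 strains (adjusted p of the interaction 1.995e-20 in edgeR). It fell in JU1088, N2 and EG4348, and not past the threshold in CB4856 and QX1211. With DESeq2 in place of edgeR, the adjusted p was 3.29e-254, and over the other alternatives it ranged from 1.58e-20 to 5.098e-19. No technical explanation was tested for this difference. The genotypes of the strains are the biological difference that the design names, and which of their variants matter is untested.

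Reads on 3 short transcripts of *par-1*, which the paper does not report, were present in 6 libraries, all of them under *par-1* RNAi in N2, JU1088 and EG4348. In EG4348, they were present in replicate 3 alone, all on H39E23.1h, on which no other library had reads. That library had 0 reads on H39E23.1a, on which the other 44 libraries had reads, so that a shift in the estimated assignment between transcripts is not excluded there. The transcripts were picked for this pattern, so that the absence of reads in the other libraries of these 3 strains is no test of it. Picked from the libraries of these strains alone, they were the same 3, and 0 of the 18 libraries of CB4856 and QX1211, 6 of them under *par-1* RNAi, had reads on them. The tables argue against a shift in transcript length over all genes, since 47 of 3340 genes with at least 500 reads had as low a ratio of average length in JU1088 and 69 had in N2. In EG4348, 363 of the 3340 genes had as low a ratio, so that the length of *par-1* did not stand out there. The double-stranded RNA in the bacteria and RNA of the worms cannot be told apart as the source of the short reads. The 7 *par-1* transcripts that the annotation gives the same end, the 3 picked ones among them, held at most 1.87% (1.866%) of the *par-1* reads in the *par-1* RNAi libraries of CB4856 and QX1211, which were fed the same bacteria, against at least 7.78% in N2, 3.08% (3.078%) in JU1088 and 2.63% in EG4348. The controls of CB4856 and QX1211 held up to 7.57%, so that the spread between libraries is as wide as these differences. The absence of reads on the 3 picked transcripts in CB4856 and QX1211 counts against the bacteria, but 3 of the 9 *par-1* RNAi libraries of the other strains had none either. A candidate explanation is silencing of *par-1* in the strains that are competent for germline RNAi, which would lower all *par-1* reads together in these 3 strains and not in the other 2. The log2 ratio to the control was -0.45 in N2, -0.37 in JU1088, -0.13 in EG4348, -0.07 in CB4856 and 0.25 in QX1211. Without the 3 libraries with a shared fragment length, one of them CB4856 *par-1* RNAi replicate 3, the mean was 0.13 in CB4856 and QX1211, with 0 of 5 libraries below their control mean, against -0.315 in N2, JU1088 and EG4348, with 8 of 9 below. With the strains as units, the exact two-sided permutation p was 0.2 with and without these libraries. Another of the 10 splits of 5 strains thus differed at least as much, and silencing and variation between strains cannot be told apart for these reads. Of the 65173 transcripts in the files, 141 had 10 reads or more in a *par-1* RNAi library of these 3 strains and 0 in the other 36 libraries, and 4 of them had so in 3 libraries or more, so that the pattern on single transcripts is rare but not limited to *par-1*. How the short reads arise stays open.

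The ciliated neuron genes rose under *par-1* RNAi in QX1211 beyond N2 (camera adjusted p of the difference 5.091e-10, fry 0.0184) and beyond the mean of the other 4 strains (camera 2.152e-09, fry 0.0733). The difference in median log2 fold change was 1.30 against N2 and 0.89 against the others, and 29 of 34 genes rose in QX1211. By camera alone, the list also rose beyond N2 in CB4856 (median difference 0.36, adjusted p = 0.0209) and JU1088 (0.49, 0.0217). In EG4348, the difference from N2 was not past the threshold (0.25, camera adjusted p = 0.194). Most of these genes are weakly expressed in the worms, and 8 of the 34 had a mean of 10 normalized counts or more. Low expression is argued against as the whole cause, since the highest median of 10000 random lists matched on expression was 0.89 (0.8892) and that of the list, computed alike, was 1.42. With 10 genes of the list at their detection bounds, its median was 0.86, and random lists were not computed in that way. With RLE factors in place of TMM, the median was 1.44 (1.4425), so that the choice between these factors does not make the rise. The QX1211 control library with a shared fragment length does not make the rise, since the median was 1.34 (1.3361) without it. With each library left out in turn, the camera p stayed between 3.93e-11 and 9.8e-09. Genes outside the list that vary with it between replicates of the other strains also rose in QX1211 (Spearman's rho 0.448 across genes, which are not independent replicates), and 6 of 1000 random lists gave as high a value. This is consistent with a state of the worms, such as their age or stage, that also varies between replicate plates, and it may account for part of the rise. A response to *par-1* RNAi of QX1211 itself stays open.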

How the results depend on the processing

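The alternatives were set before the data were examined, except the models with a term for, or without, the 3 libraries that share a fragment length, the replicate block within each strain, and the gene list tests with each library left out, which were chosen after seeing the data. Given as changes are a count that moved by more than 1.5 times, a share that moved by more than its spread, and a test that crossed the threshold or changed its direction. Where a change is given, the cause was not tested.

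The number of genes that differ between strains stayed within 1.5 times of 5787 under all alternatives (5030 to 7289) and with each library left out (4719 to 6046). The off genes stayed within 1.5 times of 586 with DESeq2 (404), with RLE factors and with each library left out (502 to 614). They numbered 1405 with fewer than 10 reads in place of 0, 1192 with the rule of 0 on the control libraries alone, and 307 with at least 10 normalized counts elsewhere and no test. The off genes that respond elsewhere went from 97 to 45 with DESeq2 and to 222 with fewer than 10 reads.

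The interaction went from 240 to 842 with DESeq2, to 404 without length offsets, to 130 with a term for the 3 libraries and to 97 without them, and from 102 (without QX1211 *par-1* RNAi replicate 3) to 874 (without JU1088 *pos-1* RNAi replicate 1) with one library left out. With DESeq2 and none of the 3 libraries, a model added after seeing the data, it was 616.

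Among the counts within strains, RLE factors and filterByExpr left all 10 within 1.5 times. With DESeq2, which shrinks fold changes, the counts under *par-1* RNAi were 913 in JU1088 (from 1580), 465 in CB4856 (from 818) and 577 in QX1211 (from 956), and with DESeq2 and none of the 3 libraries, they were 892, 453 and 318, and JU1088 had 236 under *pos-1* RNAi. Without length offsets, EG4348 had 19 calls under *pos-1* RNAi (from 12). Fitted on the libraries of the strain alone, N2 had 65 calls under *par-1* RNAi and 24 under *pos-1* RNAi, JU1088 946 and 603, EG4348 701 and 39, and QX1211 32 under *pos-1* RNAi. With a term for the 3 libraries, JU1088 had 929 calls and QX1211 9 under *pos-1* RNAi, and with none of them, 236 and 6, and QX1211 had 558 under *par-1* RNAi. The share of rises under *par-1* RNAi was 87.97% with none of the 3 libraries and between 88.77% and 90.37% under the other alternatives.

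With one library left out, the counts under *par-1* RNAi ranged from 133 (without N2 *par-1* RNAi replicate 3) to 214 in N2, from 611 (without JU1088 *par-1* RNAi replicate 2) to 1672 in JU1088, from 210 (without EG4348 control replicate 1) to 447 in EG4348, from 363 (without CB4856 control replicate 1) to 705 in CB4856 and from 499 (without QX1211 control replicate 1) to 988 in QX1211. Under *pos-1* RNAi, they ranged from 244 (without JU1088 *pos-1* RNAi replicate 2) to 2273 (without JU1088 *pos-1* RNAi replicate 1) in JU1088, from 4 (without EG4348 control replicate 1) to 12 in EG4348, from 10 (without CB4856 control replicate 1) to 36 in CB4856 and from 4 (without QX1211 *pos-1* RNAi replicate 3) to 16 in QX1211.

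The fall of *pos-1* in JU1088, N2 and EG4348 held under every alternative and with each library left out. Its change in CB4856 under *pos-1* RNAi ranged from -0.10 (without CB4856 *pos-1* RNAi replicate 2) to 0.00 (0.0007, without CB4856 *pos-1* RNAi replicate 1), a change of sign. The log2 fold change of *par-1* under *par-1* RNAi had an adjusted p under 0.1 without length offsets in N2 (-0.45) and JU1088 (-0.39), with a fold change below 1.5, so that neither was called. Its sign changed in CB4856 with a term for the 3 libraries (0.07, or 0.0698 with more digits) or without them (0.09, or 0.0896). With one library left out, it ranged from -0.26 (without EG4348 *par-1* RNAi replicate 3) to 0.10 (without EG4348 *par-1* RNAi replicate 2) in EG4348, where it was 0.06 without replicate 1, and from -0.26 (without CB4856 *par-1* RNAi replicate 1) to 0.11 (without CB4856 *par-1* RNAi replicate 3) in CB4856.

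Of the calls of named genes, 81 of 82 held with DESeq2, 80 with a term for the 3 libraries and 74 without them, and all 82 held with RLE factors, without length offsets, and with filterByExpr. They were not run in the model of each strain alone. With one library left out, 420 of these calls held and 72 were lost. Of the list tests called by camera, 15 held under fry and 26 did not, so that 17 tests were called by fry in all. With RLE factors, 39 of 41 held, and 36 held with a term for the 3 libraries and 36 without them. With one library left out, 194 held, 51 were lost and 1 changed its direction. This was the collagen list in EG4348 under *pos-1* RNAi, whose camera p ranged from 2.05e-05 (without EG4348 *pos-1* RNAi replicate 2) to 0.356 (without EG4348 *pos-1* RNAi replicate 1, where its direction changed).

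The genes called under *par-1* RNAi in all 5 strains went from 43 to 70 without a fold change minimum, and those called under both treatments in JU1088 from 621 to 384 with DESeq2. Of the principal components, the first held 23.17% and 35.28% of the variance with all genes and with log2 CPM, the second 16.31% with all genes, and the third 10.44% and 16.5%. The shares between strains were 92.34% and 99.83% along the first, 54.7% and 99.77% along the second, and 71.45% and 98.2% along the third. The larger share of variance for strain than for treatment held under each alternative.

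The replicate numbers were not taken to pair the libraries, since neither the paper nor the labels state what a number shares and no strain had all of its same-number pairs correlated above 0.1. Deviations of libraries with the same number had a mean correlation of -0.0079 over 315 pairs. Within strains, the mean was 0.0888 over 45 pairs (from -0.2658 to 0.5568), and 21 of them were above 0.1. The mean was 0.157 in N2 and 0.167 in CB4856, and -0.0769 and -0.0836 for different numbers there, so that some sharing by number within a strain is not excluded. A block shared by all strains does not test this. With the replicate number as a block, 208 genes had an interaction and 5435 differed between strains, and all calls of named genes and all 41 list tests held. With a replicate block within each strain, 435 genes had an interaction, EG4348 had 22 calls under *pos-1* RNAi (from 12), the other counts within strains stayed within 1.5 times, and all 82 calls of named genes and 40 of the 41 list tests held. The depth limits the off genes and the genes at the limit of detection, which have bounds in place of fold changes, and the 3 replicates of a group limit a test of single values to a p of 0.1.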

Differences from the paper's values

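With edgeR, 19 genes were off in 4 strains, against the paper's 6. Of the alternatives set before the data were examined, DESeq2 Wald tests gave 5, which does not differ, whereas RLE factors (19), fewer than 10 reads (175), the rule on the control libraries alone (38) and at least 10 normalized counts with no test (13) do. In N2, 93 genes were off against the paper's 49. DESeq2 Wald tests gave 40 and at least 10 normalized counts with no test 35, which do not differ, and RLE factors (93), fewer than 10 reads (522) and the rule on the control libraries alone (216) do. Of the off genes, 97 were called under RNAi elsewhere against the paper's 47, and 64 in 1 comparison only against the paper's 33. DESeq2 gave 45 and 26, which do not differ, and fewer than 10 reads gave 222 and 149, which do.

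For W06G6.11 in JU1088, the fold change was 5.32 under *par-1* RNAi against the paper's 1.9 and 9.32 under *pos-1* RNAi against the paper's 3.4. DESeq2 with shrunken fold changes, as in the paper's methods, gave 1.91 and 3.41, and none of the other alternatives set before the data were examined closed the gap. The adjusted p under *par-1* RNAi was 0.0453 against the paper's 0.03. All of these alternatives but the model of the strain alone (0.0815) came within 1.5 times, with values from 0.0282 with DESeq2 to 0.0449 without length offsets. The adjusted p under *pos-1* RNAi was 0.00737 against the paper's 0.003, and DESeq2 alone closed the gap (0.00334).

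The interaction was significant for 240 genes against the paper's 842. DESeq2's likelihood ratio test gave 842, and RLE factors (236), no length offset (404), filterByExpr (357) and the replicate block (208) did not close the gap. The adjusted p of the interaction for *pos-1* was 1.995e-20 against the paper's 4e-254. DESeq2 gave 3.29e-254, and none of the other alternatives closed the gap.

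In the paper's Table S1, the genes rising under *par-1* RNAi number 400 in CB4856, 909 in JU1088, 104 in N2 and 517 in QX1211, against 731, 1461, 159 and 843 with edgeR. The paper's genes falling number 55 in CB4856, 49 in JU1088 and 60 in QX1211, against 87, 119 and 113. DESeq2 closed each of these gaps, with 408, 867, 103 and 517 rising and 57, 46 and 60 falling. The model of the strain alone also closed the gaps in JU1088 (891 rising and 55 falling), and the replicate block that of N2 (143). The other alternatives did not. Under *pos-1* RNAi, 4 genes rose in EG4348 against the paper's 8. DESeq2 (7) and no length offset (10) closed this gap, and the other alternatives did not. In QX1211, 0 genes rose against the paper's 3, with 471 genes in either direction at an unadjusted p under 0.05. DESeq2 gave 3, and the other alternatives did not close the gap.

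Of the models added after seeing the data, DESeq2 with none of the 3 libraries that share a fragment length also came within 1.5 times of the paper's values for the interaction (616), for CB4856 (401 rising and 52 falling), JU1088 (847 and 45) and N2 (105 rising) under *par-1* RNAi, for the genes falling in QX1211 (46) and for EG4348 under *pos-1* RNAi (8 rising). With edgeR, 10 genes rose in EG4348 under *pos-1* RNAi with a replicate block within each strain, and QX1211 had 752 genes rising with a term for the 3 libraries, and 487 rising and 71 falling without them, under *par-1* RNAi. With one library left out, edgeR came as near for some libraries. The interaction had 874 genes without JU1088 *pos-1* RNAi replicate 1. Under *par-1* RNAi, the genes rising were near the paper's in CB4856 without any library but *par-1* RNAi replicate 3, in JU1088 without any of the controls, in N2 without any library but *par-1* RNAi replicate 1, and in QX1211 without control replicate 1 or 2 or *par-1* RNAi replicate 1 or 3. The genes falling were near the paper's in CB4856 without any library but control replicate 2, in JU1088 without *par-1* RNAi replicate 2, and in QX1211 without control replicate 1 or any *par-1* RNAi library. Under *pos-1* RNAi, 8 genes rose in EG4348 without *pos-1* RNAi replicate 2, and 3 in QX1211 without control replicate 3.

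The paper states that *par-1* RNAi lowered *par-1* in a pattern like that of *pos-1* RNAi on *pos-1*, though weaker. Its own test of the interaction for *par-1* was not significant, and neither was the one here (adjusted p = 0.854 in edgeR). The paper also shows *par-1* levels from uniquely mapping reads, which were not analysed here. With edgeR, no strain had a change of *par-1* past the threshold (log2 fold changes from -0.18 to 0.24). Without the transcript length offset, the fall had an adjusted p under 0.1 in N2 (-0.45) and JU1088 (-0.39), with a fold change below the minimum of 1.5, so that it was not called. The paper states that immune defence terms were well represented in all strains except QX1211 under *par-1* RNAi. By camera, the immune defence list was not called in QX1211 either, but its response was not shown to differ from that of N2 (adjusted p = 0.240). The paper states that JU1088 had the most differentially expressed genes on both treatments. This held with all libraries in one model, and with each strain in its own model QX1211 had more under *par-1* RNAi (1224 against 946).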

Other observations

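The tests of embryo content and of library scaling were written down ahead of the results they test, and all other tests in this part were chosen only after the results were seen.

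More genes rose than fell under *par-1* RNAi in all 5 strains. RLE factors in place of TMM moved the share of rises of a strain by at most 1.73 (1.727) percentage points. Both take most genes as unchanged, so that this does not test whether the scaling of the libraries makes the rises. Embryos in the worms could raise genes of early embryos when *par-1* RNAi changes how long eggs are held. Over the 15 controls, the genes that rose under *par-1* RNAi in EG4348 went with the early zygotic embryo list, as deviations within strains (Pearson's r 0.732, permutation p = 0.0405; Spearman's rho 0.757, permutation p = 0.0184; r 0.7045 without the 2 farthest controls). In JU1088, r was 0.682 (permutation p = 0.0568), rho 0.779 (permutation p = 0.00617) and r without the 2 farthest controls 0.615. In CB4856, they were 0.6097 (permutation p = 0.129), 0.721 (permutation p = 0.0275) and 0.596, in QX1211 0.546 (permutation p = 0.153), 0.571 (permutation p = 0.0837) and 0.5415, and in N2 0.0375 (permutation p = 0.947), 0.307 (permutation p = 0.351) and 0.338. These are 5 relations, 13 genes of the list were measured, and the list rose under *par-1* RNAi in EG4348, CB4856 and JU1088 and not past the threshold in QX1211. In N2, where 159 genes rose, the list was not called (median log2 fold change 0.01, camera adjusted p = 0.485). Under *pos-1* RNAi, it rose in JU1088 (0.52, camera adjusted p = 0.0514, fry 0.0915) and fell by camera alone in N2 (-0.22, 0.0104) and EG4348 (-0.09, 0.0104). Embryo content and a response of other tissues cannot be told apart from these whole-worm libraries.

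Genes called in one direction under both treatments recurred across strains. There were 22 of them in 2 strains or more, 11 rising and 11 falling. In 4 strains these were *asp-14*, *cpr-8*, F36A2.3, *gsto-1*, *hrg-2* and *nep-8*, and in 3 strains *haf-7*, *hrg-3*, *hrg-7*, *pud-1.2*, *spp-1*, *ttr-45* and the 2 genes named *pud-2.2*. The *pud* genes are near-identical paralogs, so that their reads are uncertain. Each strain has its own controls, and the largest number in 10000 shuffles of the genes within strains was 5. The shuffles take every gene as equally likely to be called and the *pud* paralogs as separate genes. They therefore cannot exclude the controls that both comparisons of a strain share, or genes that vary more than others, as the source. Silencing of the target genes in the germline is argued against. Of the 23 such genes of N2, 14 were called in the same direction under *pos-1* RNAi in CB4856 or QX1211, where *pos-1* did not fall past the threshold, and 16 moved in the same direction in all 4 comparisons of these strains. The bacterial clone, which differs from the vector control, and a response to any double-stranded RNA cannot be told apart for these 22 genes, since no clone with an unrelated target was sequenced. Within each strain, the correlation of the 2 treatments across genes was not above what shared controls give by simulation, except in JU1088. There, Pearson's r was 0.618 against a maximum of 0.588 in 20 simulations without any response. It was 0.303, 0.487, 0.196 and 0.441 in N2, EG4348, CB4856 and QX1211, against simulated means of 0.488, 0.5104, 0.487 and 0.5265.

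The 3 libraries with a shared fragment length (QX1211 control replicate 1, CB4856 *par-1* RNAi replicate 3 and JU1088 *pos-1* RNAi replicate 2) deviated from their groups together, with a mean correlation of 0.486 across genes. Of the 12285 triples of libraries from 3 groups, 11 had as high a mean, and the median was -0.0092. Gene length bias is argued against as the whole of it, since the mean was 0.424 and 28 triples were as high with each library's trend with length removed. Low depth is argued against, since the 3 libraries ranked 33 or higher in depth among the 45. Each of them was the deepest library of its own group, and high depth within a group was not tested as a cause. These values are consistent with a library batch. The 3 libraries also had the 3 lowest levels of *par-1* of all 45, in values that allow for the average transcript length. Reads for depth without that allowance do not give this order. Whether these libraries were prepared as a batch is not stated. Such a batch would hold 1 library of each of 3 groups and give no comparison of its own.

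Many of the 1530 calls in JU1088 under *pos-1* RNAi may come from 1 of the 3 libraries with a shared fragment length. Without JU1088 *pos-1* RNAi replicate 2, 244 genes were called, against 1176 without replicate 3 and 2273 without replicate 1. With a term for the 3 libraries, 929 were called, 903 of them among the 1530, and with none of the 3 libraries, 236 were called, 225 of them among the 1530. The collagen genes fell in JU1088 under *pos-1* RNAi, and genes outside the list that vary with it between replicates of the other strains fell too (Spearman's rho -0.58 across genes), with as low a value in 78 of 1000 random lists. A state of the worms that varies between plates and a response to *pos-1* RNAi cannot be told apart for the collagen genes, since random lists gave such values too often.

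Genes with 0 estimated reads in one strain and reads in another could be missed by chance at low depth. The level of the strains with reads would give a median of 64.7 reads over the 9 libraries of the strain at 0, for the 916 pairs of a gene and a strain, but these genes were chosen by a test that favours high levels elsewhere. Zeros by chance among genes with equal levels in the strains are argued against as the cause of most of the 586. Regrouped libraries, which have the same depth, gave at most 26 genes by the same rule. The rule asks for a difference between groups, so that a low level missed in a strain was not tested. A strain's own sequence that the transcriptome lacks, which would also give 0 reads, was not tested.

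The libraries were also regrouped. Of 100 splits of the 15 controls into 5 groups of 3, the real one included, 1 gave as many genes that differ between strains, namely the real one, and the largest count in another was 1789. For off genes, 1 of 100 did. With treatments exchanged within strains, 2 of 100 splits gave as many interaction genes as the real one, and another split gave 970. For the 5638 calls over all comparisons, 1 of 100 did, with 1893 the largest in another. Of the 10 splits of the 6 libraries of a comparison, whose share cannot go under 0.1, 1 gave as many calls in each of the 9 comparisons other than N2 under *pos-1* RNAi, where 3 of 10 did and another split gave 484 calls. In JU1088 under *pos-1* RNAi, another split gave 372 calls, in QX1211 under *par-1* RNAi 106, and in N2 under *par-1* RNAi 18. For the gene lists, 6 of 40 regroupings gave as many as 41 tests called by camera (median 30, maximum 49), and 2 of 40 gave as many as 15 called by both camera and fry, so that the number of list tests called by camera alone is not beyond what regrouped libraries give.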
